# Minimal metabolic pathway structure is consistent with associated biomolecular interactions

**DOI:** 10.15252/msb.20145243

**Published:** 2014-07-01

**Authors:** Aarash Bordbar, Harish Nagarajan, Nathan E Lewis, Haythem Latif, Ali Ebrahim, Stephen Federowicz, Jan Schellenberger, Bernhard O Palsson

**Keywords:** constraint-based modeling, genetic interactions, pathway analysis, protein-protein interactions, transcriptional regulatory networks

## Abstract

Pathways are a universal paradigm for functionally describing cellular processes. Even though advances in high-throughput data generation have transformed biology, the core of our biological understanding, and hence data interpretation, is still predicated on human-defined pathways. Here, we introduce an unbiased, pathway structure for genome-scale metabolic networks defined based on principles of parsimony that do not mimic canonical human-defined textbook pathways. Instead, these minimal pathways better describe multiple independent pathway-associated biomolecular interaction datasets suggesting a functional organization for metabolism based on parsimonious use of cellular components. We use the inherent predictive capability of these pathways to experimentally discover novel transcriptional regulatory interactions in *Escherichia coli* metabolism for three transcription factors, effectively doubling the known regulatory roles for Nac and MntR. This study suggests an underlying and fundamental principle in the evolutionary selection of pathway structures; namely, that pathways may be minimal, independent, and segregated.

## Introduction

Historically, biochemical experimentation has defined pathways or functional groupings of biomolecular interactions. Such pathways are foundational to human-curated databases, such as KEGG (Kanehisa *et al*, 2012), BioCyc (Caspi *et al*, 2010), and Gene Ontology (Ashburner *et al*, 2000), are the basis for education in biochemistry, and are broadly deployed for analyzing and conceptualizing complex biological datasets (Khatri *et al*, 2012). However, the order of discovery and perceived importance of cellular components has unavoidably introduced a man-made bias. Pathway organization is thus often defined in a universal (rather than organism-specific) manner, missing potential organism-specific physiology. It is unclear whether the currently used pathway structures correctly account for observed interactions between the macromolecules needed to carry out their function.

Systems biology has led to the elucidation and analysis of multiple cellular networks, representing metabolism (Mo *et al*, 2009; Orth *et al*, 2011), transcriptional regulation (Gama-Castro *et al*, 2011), protein-protein interactions (Han *et al*, 2004), and genetic interactions (Costanzo *et al*, 2010). These networks provide the opportunity to build unbiased pathway structures using statistical or mechanistic algorithms. Statistical approaches have been employed to high-throughput data and interaction networks to reconstruct the cellular component ontology of Gene Ontology (Dutkowski *et al*, 2012). However, such approaches were not meant to reconstruct the Biological Processes ontology and build pathways (Dolinski & Botstein, 2013).

Mechanistic approaches include utilizing convex analysis with metabolic networks to automatically define pathways. Genome-scale metabolic networks contain curated and systematized information about all known biochemical moieties (metabolites) and transformations (reactions) of a particular cell's metabolism encoded on its genome and described in experimental literature (Feist *et al*, 2009). The stoichiometric matrix (**S**) is a mathematical description of a genome-scale metabolic network, which can be queried by many available modeling methods (Lewis *et al*, 2012). These models and the calculated reaction fluxes are typically studied under a steady-state assumption (Fig1A). Thus, the full set of potential steady-state reaction fluxes of a metabolic network is contained in the associated null space of **S** (Palsson, 2006). The basis vectors of the null space have been previously shown to correspond to biochemical pathways providing a fundamental connection between mathematical and biological concepts (Papin *et al*, 2003). This connection has generated many attempts to characterize the null space's contents using convex analysis (Clarke, 1980). Though readily applicable to small networks, it has been recognized for some time that convex pathway definitions (e.g., extreme pathways (Schilling *et al*, 2000) and elementary flux modes (Stelling *et al*, 2002)) cannot be globally applied to genome-scale networks as the enumeration of all such pathway vectors is not computationally feasible (Yeung *et al*, 2007). More recently, approaches have been developed to define subsets of metabolic pathways (de Figueiredo *et al*, 2009; Kaleta *et al*, 2009; Kelk *et al*, 2012), though these pathways do not describe the totality of phenotypic states.

**Figure 1:**
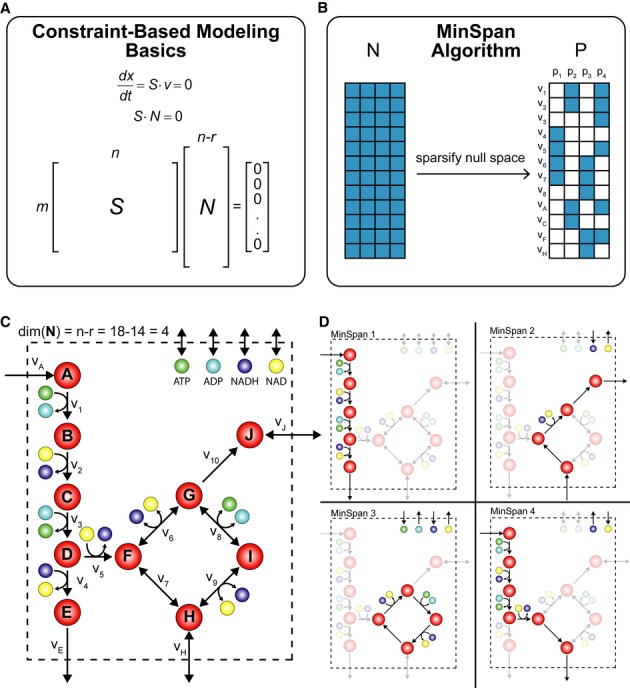
Overview of the MinSpan algorithm A metabolic network is mathematically represented as a stoichiometric matrix (**S**). Reactions fluxes (**v**) are determined assuming steady state. All potential flux states lie in the null space (**N**).The MinSpan algorithm determines the shortest, independent pathways of the metabolic network by decomposing the null space of the stoichiometric matrix to form the sparsest basis.A simplified model for glycolysis and TCA cycle is presented with 14 metabolites, 18 reactions, and a 4-dimensional null space. Reversible reactions are shown.The four pathways calculated by MinSpan for the simplified model are presented, two of which recapitulate glycolysis and the TCA cycle, while the other two represent other possible metabolic pathways. The flux directions of a pathway through reversible reactions are shown as irreversible reactions.

In this study, we present a mixed-integer linear optimization algorithm (MinSpan) that can for the first time define the shortest, functional pathways for metabolism at the genome scale using metabolic networks thereby describing the totality of steady-state phenotypes. We find that (1) the minimal pathways are biologically supported by independent biomolecular interaction networks, (2) the minimal pathways have stronger biological support than traditional human-defined metabolic pathways, and (3) the minimal pathways guided experimental discovery of novel regulatory roles for *E. coli* transcription factors.

## Results

### Defining a minimal network pathway structure for metabolism

In this study, we introduce a network-based pathway framework called MinSpan that calculates the set of shortest pathways (based on reaction number) that are linearly independent from each other (Fig1). The MinSpan pathways are the sparsest linear basis of the null space of **S** that maintains the biological and thermodynamic constraints of the network. The MinSpan pathways have a couple notable properties. First, unlike convex analysis approaches (Llaneras & Pico, 2010), MinSpan pathways can be computed for genome-scale metabolic networks. Second, the sparsest basis (Fig1B) maximally segregates the network into clusters of reactions, genes, and proteins that function together. This property allows for an unbiased functional segregation of cellular metabolism into biologically meaningful pathways.

The mathematical derivation of MinSpan is provided in the Materials and Methods. Here, we begin with an illustrative example of MinSpan for a metabolic model that contains a simplified representation of glycolysis and the TCA cycle (Fig1C). In this example, **S** has dimensions (*m* × *n*) where *m* = 14 metabolites and *n* = 18 reactions. The linear basis for the null space (**N**) has dimensions (*n* × *n* − *r*) where *r* is the rank of **S**. This **S** has rank (*r* = 14), meaning that the null space is four dimensional (e.g., =18–14). Thus, a set of four linearly independent pathways through the network represents a linear basis for the null space of **S**. There are numerous potential sets of linearly independent pathways for a metabolic network as the linear basis of the null space is not unique. MinSpan chooses a set representing the shortest independent pathways, and we later show that this linear basis is more biologically relevant than other linear bases.

Running MinSpan on the simplified model converts the linear basis matrix (**N**) to a MinSpan pathway matrix (**P**) that contains the four shortest, linearly independent reaction pathways (Fig1B). The resulting pathways are presented on the network map (Fig1D). MinSpan pathways #1 and #3 are similar to traditional metabolic pathways (e.g., pathways that look like glycolysis and TCA cycle in this simplified network), while the last two MinSpan pathways do not mimic traditional pathways. In the Supplementary Information, we contrast MinSpan with past convex analysis methods (e.g., Extreme Pathways and Elementary Flux Modes) and also present another illustrative but more complex example for *E. coli* core metabolism.

### MinSpan pathways are supported by independent biological datasets

MinSpan pathways are a fundamental and unbiased attempt to define pathways for metabolism. We next determined whether MinSpan pathways have biological relevance. By definition, pathways represent a grouping of biochemical transformations that can concurrently function. The biomolecular machinery (e.g., genes and proteins) of metabolic pathways has been previously shown to preferentially share interactions compared to components outside of pathways. Thus, the genes within pathways preferentially contain positive genetic interactions (Kelley & Ideker, 2005) and are co-regulated (Wessely *et al*, 2011). Furthermore, the proteins within pathways preferentially contain protein-protein interactions (see Supplementary Information). Thus, we compared calculated MinSpan pathways of genome-scale metabolic networks to the independent genome-scale networks of protein-protein interactions (PPI) (Stark *et al*, 2006), genetic interactions (Costanzo *et al*, 2010), and transcriptional regulation (TRN) (Gama-Castro *et al*, 2011).

We computed MinSpan pathways for the genome-scale metabolic networks of *Escherichia coli* (Orth *et al*, 2011) and *Saccharomyces cerevisiae* (Mo *et al*, 2009). They contain 750 and 332 pathways, respectively, representing the dimensions of the two null spaces (see Supplementary Dataset S1). For each calculated MinSpan pathway, we grouped the “gene-protein-reaction” (GPR) associations (Fig2A) of the metabolic reactions within that pathway (Fig2B). The GPR association is a set of Boolean rules describing the required genes, transcripts, and proteins required to catalyze a metabolic reaction.

**Figure 2:**
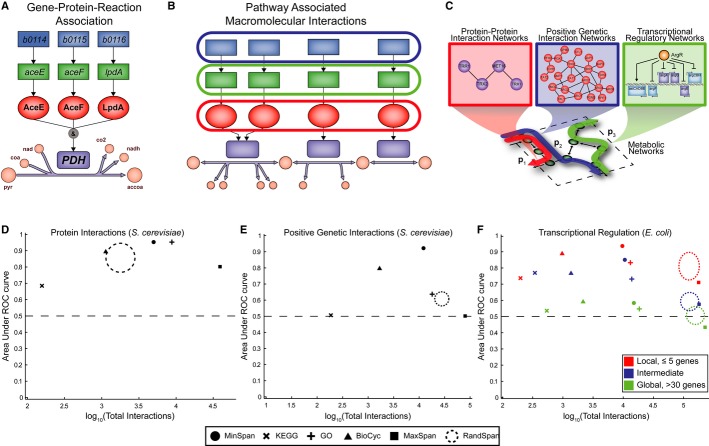
Correlation analysis shows MinSpan pathways are biologically relevant A “Gene-protein-reaction” (GPR) associations describe the necessary genes and proteins required for the catalysis of a metabolic reaction. Pyruvate dehydrogenase in *Escherichia coli* is shown as an example.B We grouped genes and proteins in the GPRs for each MinSpan pathway to check consistency with datasets on pathway-associated biomolecular interactions.C–F Correlation analysis (C) of the gene and protein sets shows MinSpan pathways are biologically consistent with three different biomolecular interaction networks: (D) protein-protein interactions in *S. cerevisiae* (yeast two-hybrid data), (E) positive genetic interactions in *S. cerevisiae* (*P* < 0.05 and ε > 0.16 as defined by Costanzo *et al*^2010^), and (F) transcriptional regulation in *E. coli*. MinSpan pathways are more consistent with data-driven protein interaction, genetic interaction, and transcriptional regulatory networks than human-defined pathways (KEGG, BioCyc, and GO), a least sparse null space (MaxSpan), and randomly generated null spaces (RandSpan). Accuracy (*y*-axis) is determined by the area under the curve (AUC) of the receiver operating characteristic (ROC) curve. Coverage (*x*-axis) is determined by the number of interactions the method made a prediction for. The dotted circle for RandSpan represents the mean plus one standard deviation of the 100 random null spaces. *x*- and *y*-axes values are in the Supplementary Information.

We hypothesized that a highly correlated co-occurrence or co-absence of two proteins across all the MinSpan protein sets of a particular organism was an indication that the proteins share a PPI and that a co-occurrence or co-absence of two genes implies that the genes positively interact or that they are co-regulated by the same transcription factor (TF). We compared MinSpan pathways to PPI and genetic interactions in *S. cerevisiae* and the TRN of *E. coli* as the datasets are most complete for those particular organisms (Fig2C).

By testing for significant Spearman correlation coefficients of co-occurrence or co-absence of two proteins across the *S. cerevisiae* MinSpan pathway protein sets, 80% of known yeast two-hybrid PPIs in metabolism (Stark *et al*, 2006) were found within MinSpan pathways (Fig2D). Similarly, MinSpan pathways were representative of positive genetic interactions (Costanzo *et al*, 2010) in metabolism based on significant correlations of genes across the *S. cereivisae* MinSpan pathway gene sets (Fig2E).

We also used correlation analysis with *E. coli* pathway gene sets to assess consistency with co-regulation by the same TF (Fig2F). The pathways share over 6,700 co-regulated gene pairs within *E. coli* metabolism. Our analysis quantitatively revealed two levels of regulation. First, local regulation (by TFs regulating at most 30 metabolic genes, which accounts for 90% of *E. coli* TFs regulating metabolism) is pathway based with TFs acting directly on linearly independent, minimal pathways (Fig2F). Second, global regulation (TFs with more than 30 regulated metabolic genes) involves many simultaneous cellular functions that are not just metabolic and does not necessarily mimic the metabolic scaffold. Hence, MinSpan pathways recapitulate local and intermediate regulatory mechanisms, but do not capture the less specific roles of global regulators.

### MinSpan pathways are more biologically supported than human-defined pathways

MinSpan pathways are highly consistent with PPI, positive genetic interactions, and local transcriptional regulation implying their biological relevance. However, a key question arises: Are there other pathway structures (human or network-defined) that are equally or better suited at representing pathway-associated biomolecular data types?

To answer this question, we compared the biological relevance of MinSpan pathways to other network pathway structures derived from the null space of the stoichiometric matrix. We calculated the “MaxSpan” or a null space basis matrix with the least number of non-zero entries (e.g., the longest pathways) and generated “RandSpan” or randomly generated null space bases (*n* = 100) that had random criteria for the sparsity of the matrix. We also compared MinSpan to commonly used human-defined pathway databases including: KEGG Modules (Kanehisa *et al*, 2012), BioCyc (EcoCyc (Keseler *et al*, 2011) for *E. coli* and YeastCyc (Cherry *et al*, 2012) for *S. cerevisiae*), and the Biological Processes ontology of Gene Ontology (Ashburner *et al*, 2000) for both organisms.

Surprisingly, repeating the correlation analysis for these alternative network and human-defined pathways, we found that MinSpan pathways were generally more consistent with recapitulating biomolecular interactions (Fig2D, E, & F). For PPIs, MinSpan was marginally, but not statistically, more consistent than other methods (*P* = 0.0780 versus KEGG, *P* = 0.168 versus EcoCyc, *P* = 0.901 versus Gene Ontology, two-tailed *t*-test). As most PPIs occur between proteins within the same metabolic complex or adjacent metabolic reactions, most metabolic pathway structures should conserve PPIs. However, for positive genetic interactions (*P* = 3.16e-3 versus KEGG, *P* = 0.133 versus YeastCyc, *P* = 1.47e-3 versus Gene Ontology), local transcriptional regulation (*P* = 2.79e-4 versus KEGG, *P* = 0.181 versus EcoCyc, *P* = 2.35e-4 versus Gene Ontology), and intermediate transcriptional regulation (*P* = 3.38e-3 versus KEGG, *P* = 3.97e-6 versus EcoCyc, *P* = 3.30e-18 versus Gene Ontology), MinSpan pathways were statistically more representative of the interactions. None of the pathway structures were highly consistent with global regulation.

These finding have two important implications. First, MinSpan pathways have more underlying support from biomolecular data types than human-defined pathways suggesting an alternative and fundamental modular organization of cellular metabolism. Defining pathways by human intuition and interpretation is less representative of the biomolecular interactions. Second, a minimal pathway structure is more biologically relevant than other potential linear bases of the null space confirming the principle underlying its use. The specific values in Fig2 are available in the Supplementary Information.

### Global comparison of MinSpan and human-derived pathways

How different are the MinSpan pathways from other sources of pathway definitions? We can delineate the coverage and similarity of MinSpan pathways against traditional pathway databases (i.e., KEGG, BioCyc, and Gene Ontology) for *E. coli* and *S. cerevisiae* metabolism (Fig3) to answer this question. First, we determined the number of pathways in each database covering the metabolic genes in the *E. coli* and *S. cerevisiae* metabolic models (see Table 1). There are widely varying numbers of pathways between all the databases. KEGG is the smaller of the two metabolic pathway databases. Gene Ontology contains many other genetic classifications and is larger than KEGG and BioCyc. MinSpan was the largest pathway database.

**Table 1:** Pathway numbers and lengths for MinSpan and pathway databases in *Escherichia coli* and *Saccharomyces cerevisiae*

	*E. coli*				*S. cerevisiae*			
		
	KEGG	EcoCyc	Gene Ontology	MinSpan (filtered)	KEGG	YeastCyc	Gene Ontology	MinSpan (filtered)
Number of pathways	91	199	348	737	74	121	296	298

Average pathway length (number of genes)	5.4	6.6	7.3	13.6	3.9	7.1	7.9	13

Average gene usage	1.6	2.7	2.4	8.9	1.4	2.2	6.1	7.1

**Figure 3:**
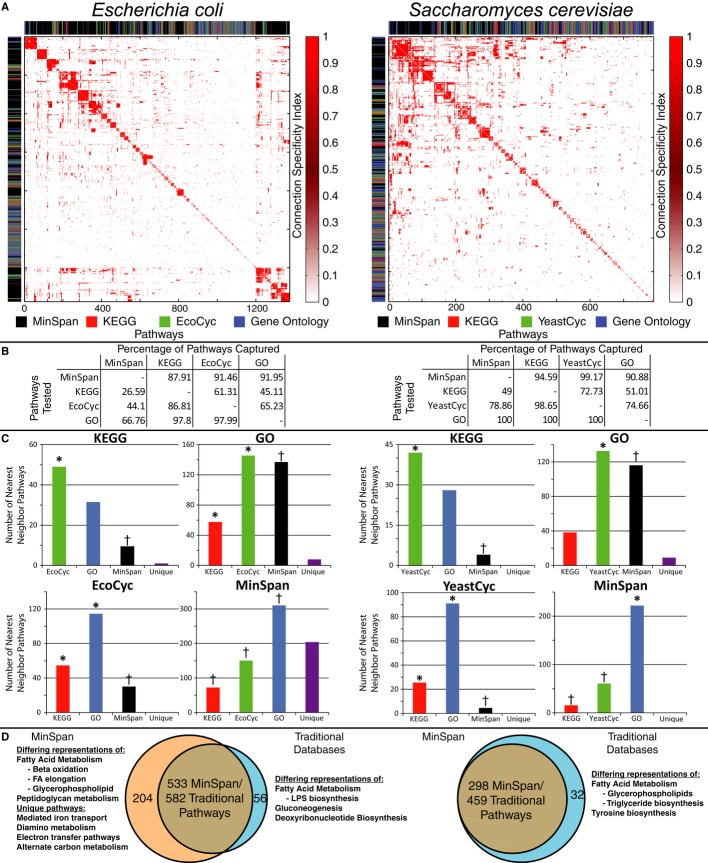
Global comparison of MinSpan pathways with databases of human-defined pathways The pairwise connection specificity index (CSI) was calculated for all pathway definitions (from four sources: MinSpan, KEGG, BioCyc, and Gene Ontology) for *Escherichia coli* and *Saccharomyces cerevisiae* as a measure of pathway similarity. The CSI matrix was hierarchically clustered and the database that the pathway originates from is color-coded to the left and above the heatmap to illustrate the clustering.The percentage of pathways that share a high CSI value (top 15% of interactions) between pathway databases is presented. For example, MinSpan pathways are similar to and capture roughly 88% of all pathways in KEGG for *E. coli*. Conversely, KEGG is much smaller and only captures 26% of MinSpan pathways.A K-nearest neighbor search was done to see how pathways classify into other databases. KEGG and BioCyc pathways have the closest resemblance with Gene Ontology being the next similar. MinSpan is significantly different than human-defined pathways. (*Significant enrichment, ^†^Significant depletion).533 MinSpan pathways are similar to 582 traditional pathways. There is not a one-to-one mapping as similar pathways may exist in multiple human-defined databases. For *E. coli¸* there are 204 unique MinSpan pathways. In *S. cerevisiae*, there are none as Gene Ontology captures all the pathways from the metabolic model.

Second, we calculated pairwise connection specificity indices (CSI) (Green *et al*, 2011; Bass *et al*, 2013) for pathways across all databases (MinSpan and human-defined) based on their gene products and hierarchically clustered them (Fig3A). The CSI provides both a metric of how similar two pathways are, and how specific their similarity is compared to the rest of the available pathways. For each pathway definition (MinSpan, KEGG, BioCyc, and GO), we determined how many of their pathways are captured in other pathway definitions by whether or not they shared a high CSI value (Fig3B). As the number of MinSpan pathways is much larger than the number of pathways for other databases for *E. coli*, MinSpan captures most of their information, while KEGG, EcoCyc, and GO capture much less of MinSpan. For *S. cerevisiae*, Gene Ontology has the highest coverage. It has two fewer pathways than MinSpan (Table 1), but fully captures MinSpan pathways.

Third, we used a K-nearest neighbor search to assign the individual pathways of one pathway definition into the other three pathway definitions (Fig3C) to determine whether certain pathway definitions are more similar than others. The number of pathways that were similar between KEGG and BioCyc pathways and BioCyc and GO was statistically significant (*P* < 0.05, binomial distribution, Bonferroni correction) for both organisms. The number of pathways that shared similarities with MinSpan was significantly depleted (*P* < 0.05, binomial distribution, Bonferroni correction), or dissimilar, from most pathway definitions in both organisms. This suggests that KEGG and BioCyc have the most similar pathways, followed with Gene Ontology, which has more similarities with BioCyc than KEGG. MinSpan pathways are significantly different from human-defined pathway databases and for *E. coli* contain many unique pathways (Fig3D).

Fourth, we determined what caused the significant difference in MinSpan and human-defined databases by looking at the individual pathways that were similar or dissimilar between the pathway definitions (Fig3D). For both *E. coli* and *S. cerevisiae*, MinSpan captured traditional pathways in carbon metabolism (e.g., glycolysis, pentose phosphate pathway, TCA cycle), amino acid metabolism, and nucleotide metabolism. However, 26 of the 56 pathways missed by MinSpan for *E. coli* were related to fatty acid metabolism. A MinSpan pathway operates under the steady-state assumption, leading to full flux balance of the metabolic network (e.g., all metabolites and cofactors in the pathway must be produced, consumed, and/or recycled). Traditional fatty acid pathway representations do not include all necessary components, and fatty acid pathways typically require the most precursors and cofactors. Conversely, 99 of the 204 MinSpan pathways missed by traditional pathways dealt with pathways that contained the necessary cofactors and precursors, mainly for fatty acid metabolism. The second representative difference was that a few traditional pathways (representing gluconeogenesis and deoxyribonucleotide biosynthesis) were broken up into smaller MinSpan pathways. Third, MinSpan pathways for *E. coli* contained 54 novel pathways related to ion transport, alternate carbon metabolism, and electron transfer.

For *S. cerevisiae*, Gene Ontology has a larger coverage of metabolism than MinSpan. This difference is due to two reasons: (1) the metabolic model of *S. cerevisiae* is not as comprehensive as the model for *E. coli* and (2) the Gene Ontology for *S. cerevisiae* is relatively more comprehensive than the one for *E. coli*. There were 32 pathways missed by MinSpan due to differing representations than traditional pathway databases. Seven missed pathways dealt with fatty acid metabolism, and their MinSpan counterparts took cofactors and precursors into account. Five traditional pathways for tyrosine biosynthesis and triglyceride biosynthesis were broken up into smaller pathways by the MinSpan algorithm. The specific pathways that are missed by the MinSpan algorithm are provided in the Supplementary Dataset S2.

### Key examples of MinSpan differences

From a global perspective, there are three representative differences between MinSpan and traditional pathways (Fig4). First, MinSpan enumerates pathways not already described in databases. We found 54 metabolic pathways in *E. coli* that were not described in KEGG, Gene Ontology, or EcoCyc. For example, one such pathway involves the degradation of shikimate, an aromatic compound, to l-tryptophan (Fig4A). The pathway consists of eight metabolic reactions, six of which are co-regulated by TrpR in *E. coli,* lending support to the pathway's biological relevance.

**Figure 4:**
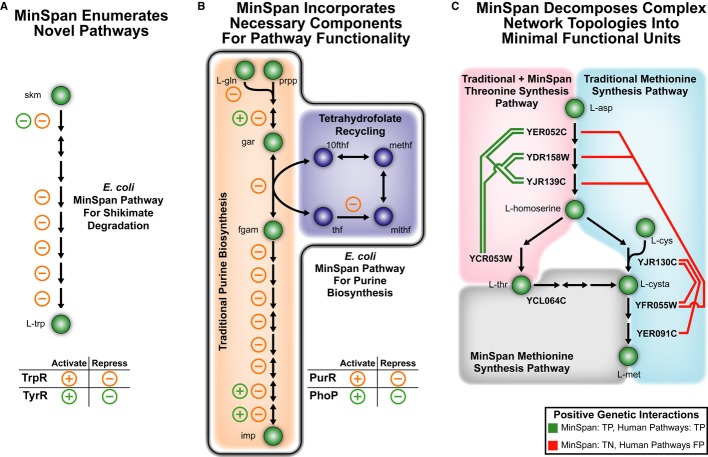
The three differences between MinSpan and human-defined pathways MinSpan automates the enumeration of biologically relevant pathways.MinSpan includes all required components of a pathway to be independent. The additional pathway components not found in human-defined pathways, such as THF recycling, are often co-regulated and thus a part of a coherent pathway functioning as a “module” in a network.MinSpan decomposes complex topology into the simplest representation. For example, there is a shorter route to l-methionine production through l-threonine than from l-aspartate. Note: For MinSpan pathways, only the representative genes of the pathway are shown. 10fthf: 10-formyltetrahydrofolate; 2obut: 2-oxobutanoate; gar: glycinamide ribonucleotide; l-cysta: l-cystathionine; methf: 5,10-methenyltetrahydrofolate; mlthf: 5,10-methylenetetrahydrofolate; prpp: phosphoribosyl pyrophosphate; skm: shikimate; thf: tetrahydrofolate.

Second, MinSpan pathways are mass-balanced and are functionally independent units that take into account systemic requirements. For example, the traditional human-defined pathway for purine biosynthesis starts from phosphoribosyl pyrophosphate (prpp) and l-glutamine. Purine biosynthesis consists of 11 metabolic reactions that lead to IMP (Fig4B), which is further modified to other purines. This traditional pathway exists in KEGG, Gene Ontology, and EcoCyc and is biologically relevant as all 11 reactions are co-regulated by PurR in *E. coli*. The third metabolic reaction for purine biosynthesis (phosphoribosylglycinamide formyltransferase) requires 10-formyltetrahydrofolate (10fthf). Thus, the MinSpan pathway for purine biosynthesis also includes tetrahydrofolate (THF) recycling which contains three reactions. The gene for the first reaction in THF recycling is transcriptionally regulated by PurR, while the two other reactions’ genes are not transcriptionally regulated. MinSpan elucidates a coupling of THF recycling to IMP biosynthesis that is independently verified by the co-regulation of the necessary genes.

Third, the minimalist decomposition of MinSpan is especially useful for complex metabolic network topologies where pathway enumeration is manually difficult. For example, threonine and methionine metabolism in *S. cerevisiae* is a small but complex network consisting of 12 metabolic reactions that involve multiple amino acids (Fig4C). KEGG contains two pathways for this region: l-aspartate to l-threonine and l-aspartate to l-methionine (Fig4C). This ignores another potential path to l-methionine from l-threonine. YeastCyc and GO cover all reactions in the example by containing many more pathways, seven and five pathways, respectively. Similar to KEGG, both YeastCyc and GO describe l-methionine synthesis through l-aspartate. On the other hand, MinSpan decomposes the network into l-threonine production through l-aspartate and l-methionine production through l-threonine (Fig4C). These two functional units contain the shortest possible connection between the major metabolites. In the process, this decouples l-aspartate from l-methionine production.

Genetic interactions are consistent with the parsimonious approach. From the correlation analysis (at a False Positive Rate of 20%), both MinSpan and human-defined pathways correctly identified four positive genetic interactions in the l-threonine synthesis pathway (Fig4C), suggesting a functional metabolic pathway. However, there were no positive genetic interactions in the traditional l-methionine synthesis from l-aspartate, suggesting no functional pathway and leading to five false positive predictions. In fact, YDR158W and YER091C interact negatively, further supporting that the two genes are not in the same pathway. Conversely, MinSpan separates l-aspartate from l-methionine and hence correctly predicts no genetic interactions. In addition, YCL064C negatively interacts with YER052C, YDR158W, YJR139C, and YCR053W lending support to l-threonine and l-methionine production being decoupled.

### MinSpan pathways predict transcriptional regulation

MinSpan is an inherent property of metabolic networks, unlike human-defined pathways, and offers the direct ability to predict pathway-associated biomolecular properties from flux distributions calculated by constraint-based modeling. From the above correlation analysis, we observed that genes within a MinSpan pathway are often co-regulated by the same TF. Thus, we tested whether TFs act directly on the MinSpan pathway structure during metabolic shifts to coordinate expression of the metabolic genes needed to implement a fully functional pathway.

Constraint-based models can be used with Monte Carlo sampling methods to compute candidate reaction flux states through the metabolic network (Schellenberger *et al*, 2011). Comparing the significantly changed reaction fluxes between two sampled metabolic conditions has been previously shown to be consistent with experimental datasets (Lewis *et al*, 2010; Bordbar *et al*, 2012; Nam *et al*, 2012) (Fig5A). However, these predicted differences are on an individual reaction basis, not for coordinated changes in flux states that might reflect the actions of the TRN.

**Figure 5:**
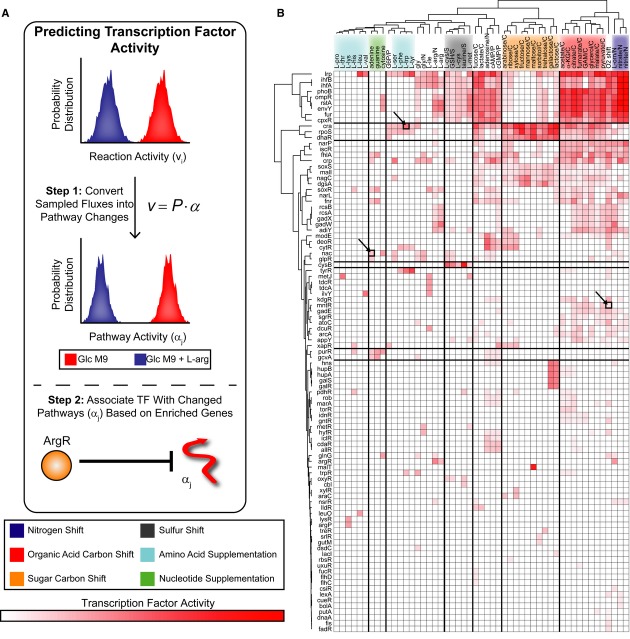
MinSpan pathways help predict transcription factor activity Constraint-based models can determine reaction activity, or flux states (**v**), using Monte Carlo sampling. Decomposing sampled flux states into linear weightings of MinSpan pathways (**α**) allows prediction of TF activity. For example, metabolic reaction fluxes are sampled under glucose minimal media and glucose minimal media + l-arginine supplementation. Typical analysis would yield a list of reactions (including v_i_) that are significantly changed. With MinSpan pathways, the flux distributions can be converted into significant changes in pathway activity (including α_j_). TFs are associated with pathways based on enrichment of regulated genes. Predicting TF activity is based on which TFs are associated with the significantly changed pathways; in this case, α_j_ is associated with ArgR.The TF activity of 51 nutrient shifts was predicted and can be hierarchically clustered by nutrient shift type. TF activity for the heatmap is defined as the percentage of differential MinSpan pathways that are associated with that TF. 36% of the TF–environment associations predicted are not known, providing numerous predictions for experimentation. Experimentally tested TF–environment associations are highlighted.

A reaction flux state can be decomposed into its constituent pathways. As the MinSpan pathway matrix (**P**) is a linear basis for the null space of **S**, any sampled flux distribution (**v**) can be decomposed into linear weights (**α**) of **P** (Wiback *et al*, 2003). Thus, metabolic reactions (**v**) determined from Monte Carlo sampling can be converted into changes in pathway flux loads (**α**) (Fig5A). As MinSpan pathways maintain the transcriptional regulatory hierarchy, the MinSpan pathways can then be associated to TFs based on enrichment of known regulatory gene targets (Gama-Castro *et al*, 2011) (*P* < 0.01, hypergeometric test). Thus, a significant change in the flux load of a MinSpan pathway (**α**) is a direct predictor of pathway-associated TF activity.

Metabolic reaction fluxes were computed by Monte Carlo sampling (Schellenberger *et al*, 2011) for minimal, aerobic glucose conditions, as well as 51 nutritional shifts due to changes in carbon, nitrogen, phosphorus, and sulfur sources, as well as supplementation of amino acids and nucleotide precursors and removal of oxygen. Sampled metabolic reaction fluxes (**v**) were decomposed into MinSpan pathway flux loads (**α**) to determine significantly changed pathways across nutritional conditions (Fig5A). TFs associated with significantly changed pathways (*P* < 0.05, Wilcoxon signed-rank test) were then used as predictors of transcriptional regulation.

Predicted TF activities (Fig5B) substantially agreed with known regulatory changes detailed in EcoCyc (Keseler *et al*, 2011) and primary literature (see Supplementary Information). As the TRN is not completely known, we focused primarily on true-positive and false-negative results. Transcriptional regulatory changes for 37 of the 51 nutrient shifts matched known associations and eight other shifts partially matched known TF–environment associations (see Supplementary Dataset S3). Overall, the predicted activities were highly enriched in known TF–environment associations (*P* = 2.79e-107, binomial distribution). Focusing on the 45 shifts, there were 247 predicted TF–environment associations. 154 of those predictions are confirmed in EcoCyc and primary literature. 93, or 38%, of the predicted TF activities are not known to be associated with the corresponding shift, providing numerous novel transcriptional regulation predictions.

Hierarchically clustering nutrient shifts based on predicted TRN response stratifies key classes of shifts (Fig5B). Nucleotide precursor supplementation is characterized by PurR and GcvA activity. Alternate sulfur sources as well as l-cysteine and l-methionine supplementation clustered by CysB activity. Sugar carbon sources clustered by Cra. Organic acid carbon sources, including glycerol, were systemic and characterized by Fnr, Lrp, and Cra activity. Other systemic shifts included the response to the lack of oxygen and alternate nitrogen sources. Finally, predicted transcriptional regulatory changes of well-studied shifts (Cho *et al*, 2011, 2012) of amino acid supplementation (l-arginine, l-leucine, l-tryptophan), nucleotide supplementation (adenine), and oxygen depletion are described in greater detail enumerating specific MinSpan pathway changes (see Supplementary Information).

### MinSpan pathways aid in experimental discovery of novel regulation

MinSpan pathways not only accurately predict known TF activities but also offer an opportunity to discover novel regulation. We chose three novel TF–environment predictions to experimentally validate that are non-obvious, in the sense that little to no literature links the TF with the predicted associated environment. To be rigorous in the experimental design, we chose environmental shifts that have been well-studied; where discovering novel experimental findings would be more difficult.

The three tested associations were Nac with adenine supplementation (ade/Nac), Cra with l-tryptophan supplementation (l-trp/Cra), and MntR with shift to anaerobic conditions (O_2_/MntR). The chosen shifts represent three distinct magnitudes of dual perturbations. In the ade/Nac case, the environment and genetic perturbations are both relatively minor. 

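The size of each perturbation was counted in the deposited FPKM tables as the number of genes that changed more than 2-fold on the log2(FPKM + 1) scale, out of 4379 genes. A gene was counted against WT when at least 2 of the 3 tables, 1 for each WT replicate, changed in the same direction. The FDR step of the paper is not part of these counts. Adenine changed 646 genes in WT, of which 214 were higher and 432 lower. Deletion of nac changed 409 genes on glucose, with 225 higher and 184 lower. Joining the 3 tables another way moved these numbers most: 1133 and 816 genes changed in any of the 3 tables, and 398 and 201 genes in all 3. The number for the nac knockout fell to 254 without WT replicate 1. With each comparison centred on its median log2 fold change, a setting chosen after the data were seen, the share of higher genes went from 33.1% to 46.3% for adenine and from 55.0% to 68.7% for the nac knockout. For the nac knockout other alternatives turned the larger share to lower, with 97 higher and 150 lower among genes of at least 10 FPKM, 85 and 116 in all 3 tables, 114 and 140 without WT replicate 1, and 100 and 164 among genes never listed at 0, the last also chosen after the data were seen.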

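For l-tryptophan and cra, the same count gave 1143 genes changed by l-tryptophan in WT (512 higher, 631 lower) and 821 genes changed by deletion of cra on glucose (357 higher, 464 lower). The count for l-tryptophan was also the larger of the pair when a gene had to change in all 3 tables, with 890 against 613 genes. Both libraries departed from WT on glucose in genes of the oxygen response, which these counts can include. The cra knockout also differs from WT in strain. With each comparison centred on its median, the larger share of both counts turned from lower to higher, with 627 higher and 486 lower for l-tryptophan and 437 higher and 380 lower for the cra knockout. For oxygen, the authors' table that pools the WT replicates of each condition gave 1001 genes (452 higher without oxygen, 549 lower), and deletion of mntR changed 996 genes in the presence of oxygen (502 higher, 494 lower). The order of these 2 numbers depends on the setting: the mntR knockout had 719 genes when every one of the 3 tables had to show the change and 1484 when any table was enough, against 1001 for oxygen, which has a single table. With the filter at 10 FPKM the numbers were 801 for oxygen and 830 for mntR, and with genes never listed at 0, a setting chosen after the data were seen, 699 and 742. Of these 699 genes, 372 were higher and 327 lower without oxygen, so the larger share turned. The number for mntR can likewise include genes of the oxygen response and a difference in strain. The oxygen shift is the comparison with replicates on both sides. In limma's moderated test on log2(FPKM + 1) with Benjamini-Hochberg adjustment, 1289 of 4298 genes had an adjusted p-value under 0.05 between 3 WT libraries with oxygen and 3 without, of which 601 were higher and 688 lower without oxygen. Requiring a change of more than 2-fold as well left 721 genes. Fits that left out 1 replicate called 777 to 1418 genes, with 777 without aerobic replicate 2 and 850 without aerobic replicate 3. Among the called genes with at least 10 FPKM in both conditions, hybA (b2996) had one of the 3 largest rises, from 12.9 ± 4.96 to 452 ± 23.6 FPKM (SD, n = 3; log2 fold change 5.08, standard error 0.245, adjusted p = 2.9e-05 from limma). Its counterpart among the 3 largest falls was cyoA (b0432), from 1719 ± 12.6 to 20.7 ± 7.50 FPKM (SD, n = 3; log2 fold change -6.37, standard error 0.266, adjusted p = 1.8e-05 from limma). The other 4 of these genes, fnrS and ydfZ among the rises and ryhB and oxyS among the falls, are between 95 and 204 nt long, where FPKM depends strongly on the fragment length. Both ryhB and oxyS were also listed at 0 in WT replicates 1 and 3 without oxygen, where a 0 is not a bound on expression. In replicate 2 without oxygen they were at 73.8 and 64.0 FPKM, so the size of their falls is uncertain.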

In the l-trp/Cra case, Cra is a broad acting TF and dominates, while the environmental perturbation to the absence of oxygen dominates in the O_2_/MntR case.

We generated RNA-seq data from dual perturbation experiments (Ideker *et al*, 2001; Covert *et al*, 2004) for the three cases consisting of perturbations in the environment (media supplementation) and genetics (TF knockout) of *E. coli*. 

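The data set holds 14 libraries from cultures in mid-exponential growth. WT is the K-12 strain MG1655. The TF knockouts are from the Keio collection of single-gene deletions, whose parent strain is BW25113, so each knockout differs from WT in strain as well as in the deleted gene. All cultures grew at 37 °C in M9 minimal medium with 4 g/L glucose. WT was sequenced in 3 replicates with oxygen and 3 replicates without. The other conditions have 1 library each: WT with 10 mM adenine, WT with 20 mg/L l-tryptophan, the nac knockout with and without adenine, the cra knockout with and without l-tryptophan, and the mntR knockout with and without oxygen. The authors aligned strand-specific, paired-end reads with Bowtie and deposited FPKM (the number of fragments relative to transcript length and library size, from Cufflinks with upper-quartile normalization) for 4380 genes in 24 tables of 2 columns. The tables give no read counts, q-values or calls. Comparisons were made within a table on the log2(FPKM + 1) scale, which understates the change of genes with low values. For levels across tables, the libraries were put on a common scale with 1 factor per library, which left residuals of at most 0.63%.
Depth was estimated from low FPKM values, which fall on steps of 1 fragment; between 93.2% and 99.3% of the low values of a library lay within 0.1 of a whole number of fragments. Gene lengths for this estimate came from the ASM584v2 annotation. The fragments on genes of at least 500 nt ranged from an estimated 1283000 in WT replicate 1 with oxygen to 6463000 in the mntR knockout with oxygen, with a median of 4557000. The nac knockout with adenine had 1352000. For WT with adenine the estimate depends on the step chosen. A step 3 times finer, at which 98.6% of its low values were whole, gave 4490000 fragments, and the coarser step used here, at which 94.0% were whole, gave 1497000; the rule that takes the coarser step was added after the data were seen. The deleted genes follow the labels. On the common scale, nac (b1988) was at 7.51 to 11.0 FPKM in the WT replicates with oxygen, at 0.242 FPKM in the nac knockout, and listed at 0 in the nac knockout with adenine. The cra gene (b0080) was at 130 to 143 FPKM in the same WT replicates, against 0.488 FPKM in the cra knockout and 4.51 FPKM with l-tryptophan. The mntR gene (b0817) was at 61.3 to 77.9 FPKM in WT and listed at 0 in both mntR knockout libraries. Between any pair of WT replicates with oxygen, 156 to 362 of 4379 genes differed more than 2-fold, and between pairs without oxygen, 588 to 903 genes. Comparisons with a knockout have no replicate check, and no p-value is given for them.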

For each case, we determined the gene set that is exclusively differentially expressed because of the combination of the genetic perturbation and environmental shift (see Materials and Methods) in order to analyze whether the TF plays a role in the environmental shift.

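The methods define this set as the genes that change in exactly 1 of E^WT and E^KO, or that change between the strains under the shift, after removal of the genes that already differ between the strains on glucose. With the fold change threshold alone, this definition gave 873 genes for ade/Nac, 589 for l-trp/Cra and 1040 for O_2_/MntR. A filter of at least 10 FPKM in 1 of the compared conditions moved them to 602, 433 and 669 genes. In a simulation of the ade/Nac case with the spread of the WT replicates, 98.5% of 200 genes changed 8-fold in the nac knockout with adenine entered the set, together with 411 unchanged genes, so that replicate spread alone fills a large part of a set called without the FDR. The paper's sets in Supplementary Dataset S5 hold 74, 82 and 30 genes. Of these, 45, 20 and 6 were in the fold change sets, where sets of these sizes would share 14.8, 11.0 and 7.13 genes by size alone. Of the others, 14, 42 and 23 genes left at the removal step, because they differed more than 2-fold between the strains on glucose in at least 2 of 3 tables, and 15, 20 and 1 did not meet the definition before that step. All of the paper's genes changed more than 2-fold in at least 1 of E^WT, E^KO and the comparison of strains under the shift.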

Global analysis of the gene sets, based on enrichment of regulatory interactions with known TF associations (Gama-Castro *et al*, 2011), suggested that predictions for ade/Nac and O_2_/MntR were correct, and the l-trp/Cra prediction was indeterminate. In the ade/Nac case, the gene set was enriched with genes known to be regulated by the TFs GcvA, Lrp, and PurR (*P* = 9.5e-6, 1.6e-4, 1.8e-4, hypergeometric test), suggesting that Nac (nitrogen assimilation control) regulates similar genes during the shift or even regulates the corresponding TFs. 

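In these libraries, the genes of the 3 named TFs themselves changed little with the deletion of nac. With adenine, gcvA (b2808) was at 55.3 FPKM in WT and 40.5 FPKM in the nac knockout, and lrp (b0889) at 1046 FPKM and 1006 FPKM. The purR gene (b1658) fell with adenine in both strains, from 258 ± 10.1 FPKM (SD, n = 3) to 98.8 FPKM in WT and from 252.2 to 73.5 FPKM in the nac knockout. None of the 3 was in the fold change set or in the paper's set. RNA levels do not measure the amount or activity of these TFs. The enrichment needs the RegulonDB interactions, which were not used here. From the overlap of the set with the known targets of GcvA, Lrp and PurR, the paper proposes that Nac acts on similar genes during the shift or on these TFs.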

In the l-trp/Cra case, there were no enriched TFs suggesting no global consensus. This discrepancy might be due to (1) Cra knockout causing a large genetic shift that might have changed how *E. coli* responds to l-trp and (2) MinSpan is inaccurate for predicting global regulation. 

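The response to l-tryptophan was smaller in the cra knockout than in WT by the number of genes: 461 genes changed more than 2-fold (234 higher, 227 lower). Of the genes changed in WT, 257 changed in the same direction in the cra knockout and 43 in the opposite direction. With l-tryptophan in the medium, 450 genes differed between the strains (231 higher, 219 lower in the knockout). WT with l-tryptophan and the cra knockout are 1 library each. Both also departed from WT on glucose in genes of the oxygen response, with cyoA at 154 FPKM in WT with l-tryptophan and 419 FPKM in the cra knockout, against 1704 to 1726 FPKM in the 3 WT replicates on glucose.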

In the O_2_/MntR case, TFs known to be associated with the anaerobic shift (including ArcA and Fnr) were enriched as a whole (*P* = 3.6e-3, hypergeometric test).

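For this case, 1430 genes changed more than 2-fold with removal of oxygen in the mntR knockout (561 higher, 869 lower), and 1029 differed between the strains without oxygen (464 higher, 565 lower in the knockout). The second number was 655 without WT replicate 3 and 530 when all 3 tables had to show the change. Of the 1430 and 1029 genes, 376 and 417 were listed at 0 in a library of the comparison, and 3 of the 4 libraries without oxygen list many more genes at 0 than those with oxygen. Among genes never listed at 0, oxygen removal in the mntR knockout had no excess of lower genes, with 459 higher and 456 lower. That setting was chosen after the data were seen. Oxygen moved 388 genes in the same direction in both strains and 163 in opposite directions. Of the regulators drawn in Fig. 6C, arcA (b4401) was at 792 ± 175 FPKM (SD, n = 3) in WT without oxygen and 590 FPKM in the mntR knockout without oxygen, within a 2-fold change. The fnr gene (b1334) was at 262 ± 41.6 FPKM (SD, n = 3) and 494 FPKM in these conditions, and fur (b0683) at 402 ± 89.9 FPKM (SD, n = 3) and 524 FPKM. A larger difference was found for pdhR (b0113), with 86.9 ± 14.1 FPKM (SD, n = 3) against 439 FPKM. It had moved the other way on glucose with oxygen, from 203 ± 16.3 FPKM (SD, n = 3) in WT to 69.5 FPKM in the mntR knockout. The activity of these regulators was not measured by their RNA levels.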

Through differential expression and detection of high confidence binding sequence motifs, we identified novel regulatory roles for all three tested TFs (Fig6). For the ade/Nac case, we identified potential regulation of genes involved in purine metabolism, involved in nitrogen assimilation, and regulated by Lrp (Fig6A). The transcription units (TUs) gcvTHP and gcvB are known to be regulated by GcvA and PurR and are potentially regulated by Nac. 

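The 3 genes of gcvTHP, which encode the glycine cleavage system, moved in opposite directions with adenine in the 2 strains. In WT, gcvT (b2905) went from 59.97 ± 12.2 FPKM (SD, n = 3) to 19.5 FPKM, and in the nac knockout from 30.1 to 226 FPKM. The values of gcvH (b2904) were 78.5 ± 12.8 FPKM (SD, n = 3) and 16.9 FPKM in WT, and 39.2 and 227 FPKM in the knockout. For gcvP (b2903) they were 34.4 ± 4.74 FPKM (SD, n = 3) and 9.98 FPKM in WT, and 16.0 and 95.6 FPKM in the knockout. The log2 fold change with adenine in the knockout exceeded that in WT by 4.43 for gcvT, with a range of 4.24 to 4.74 over the 3 WT replicates, by 4.64 for gcvH and by 4.19 for gcvP. The value in the knockout with adenine rests on an estimated 614 fragments for gcvT, 175 for gcvH and 728 for gcvP, and the value in WT with adenine on 65, 17 and 92, or 3 times as many with the finer step. On glucose the knockout was lower than the WT mean for all 3 genes, with log2 fold changes of -0.95, -0.97 and -1.04, which is close to the threshold. With a pseudocount of 0.1, a setting chosen after the data were seen, gcvP left the fold change set. All 3 genes left it when a change in any of the 3 WT tables was enough. In the comparison of strains with adenine, the log2 fold changes were 3.46, 3.65 and 3.12.

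**Figure D1:**
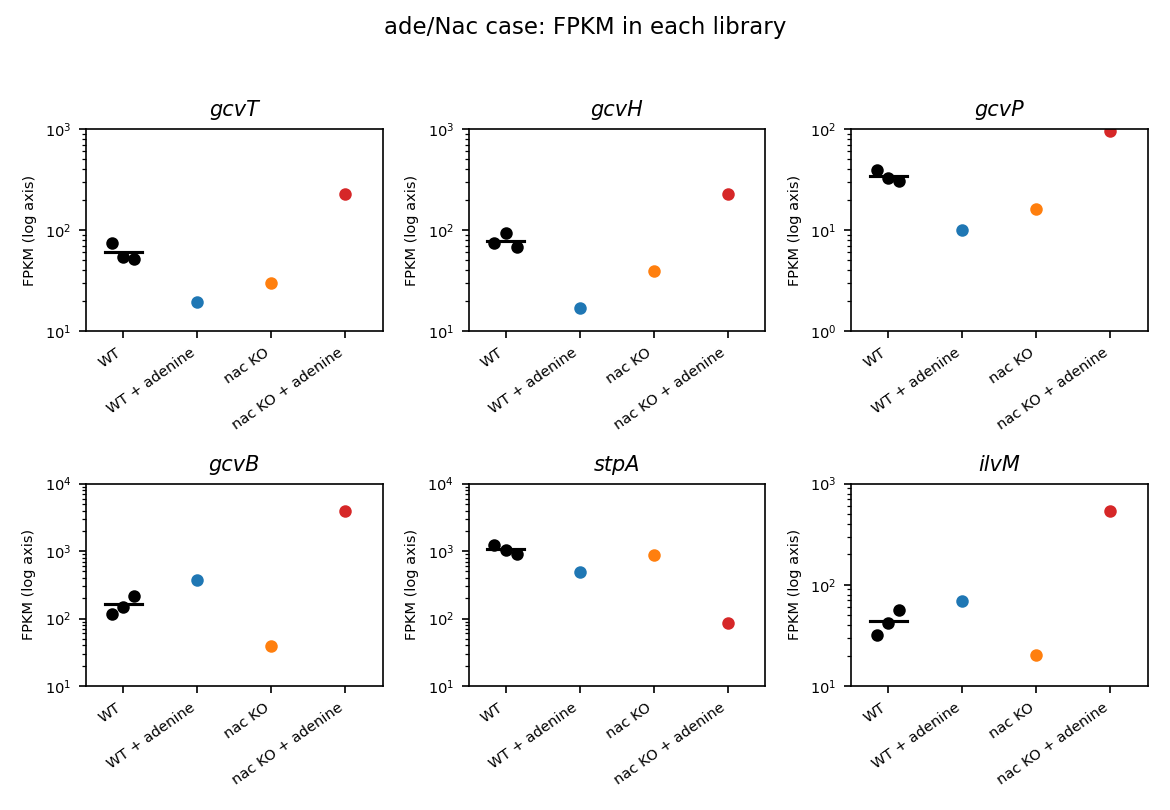
FPKM of 6 genes in the ade/Nac case, on a log axis, with 1 point per library on the common scale. Black points are the 3 WT replicates on glucose and the bar is their mean; the other conditions have 1 library. The nac knockout with adenine has the highest value for gcvT, gcvH, gcvP, gcvB and ilvM, and the lowest for stpA.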

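The small RNA gcvB (b4443) went from 39.3 to 3906 FPKM with adenine in the nac knockout, a log2 fold change of 6.62. In WT it went from 162 ± 52.5 FPKM (SD, n = 3) to 378 FPKM. It was 3.35 higher on the log2 scale in the knockout than in WT when both had adenine. On glucose the order was the other way, with a log2 fold change of -1.96 in the knockout and a range of -2.44 to -1.54 over the 3 WT replicates. Because of this difference on glucose gcvB was removed from the fold change set, whereas the paper's set includes it. At 206 nt it is close to the fragment length, so its FPKM is less certain than that of longer genes. Among 294 other genes of 150 to 300 nt, the median log2 fold change in the same comparison was 0.09 and none exceeded gcvB.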

Nac also seems to regulate gcvB, which is a small regulatory RNA of Lrp (Modi *et al*, 2011). Using FIMO (Grant *et al*, 2011), we detected a significant Nac binding sequence motif for gcvB (−173 bp of transcription start site (TSS), *P* = 1.73e-6). A significant increase in gcvB suggests a repression of Lrp and genes typically repressed by Lrp should have higher expression and genes activated by Lrp should have lower expression. This trend was observed in all significantly changed expression of Lrp-regulated genes (Fig6A). 

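The genes drawn under Lrp in Fig. 6A were compared in the 2 strains with adenine. All 7 genes of fimAICDFGH were lower in the nac knockout, with log2 fold changes from -2.82 for fimD (b4317) to -1.70 for fimG (b4319). This difference came with a rise in WT: fimA (b4314) went from 1730 ± 72.0 FPKM (SD, n = 3) to 6284 FPKM with adenine, while in the knockout it was at 2571 FPKM without and 1861 FPKM with adenine. Expression of stpA (b2669) fell in both strains, from 1059 ± 151 FPKM (SD, n = 3) to 482.5 FPKM in WT and from 879 to 86.1 FPKM in the knockout. The genes of ilvEDA were higher in the knockout with adenine. There ilvE (b3770) rose from 179 to 1102 FPKM, against 239 ± 19.2 FPKM (SD, n = 3) and 204 FPKM in WT, and the log2 fold changes between strains were 2.41 for ilvE, 2.54 for ilvD and 2.08 for ilvA. For ilvM (b3769) the knockout went from 20.1 to 541 FPKM and WT from 43.5 ± 12.4 FPKM (SD, n = 3) to 69.6 FPKM. On glucose ilvM was already lower in the knockout, by a log2 fold change of -1.03. The sign was the one drawn in Fig. 6A, as read by eye, for each of these genes. The paper proposes that Nac regulates Lrp through gcvB.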

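Among the nitrogen metabolism genes, nirB (b3365) went from 4.13 to 25.6 FPKM with adenine in the nac knockout and was at 8.12 FPKM in WT with adenine, against 4.85 ± 1.22 FPKM (SD, n = 3) in WT on glucose. In the knockout narK (b1223) rose from 2.35 to 35.2 FPKM and narG (b1224) from 4.33 to 33.0 FPKM, while WT with adenine had 2.78 and 4.22 FPKM. The other genes of narGHJI rose less. With adenine the knockout had 11.5 FPKM of narH, 5.45 FPKM of narJ and 12.2 FPKM of narI, an estimated 45, 9 and 19 fragments, and none of the 3 differed more than 2-fold from WT with adenine. These genes also varied in aerobic libraries without adenine: nirB was at 484 FPKM in WT with l-tryptophan, 248 FPKM in the cra knockout and 602 FPKM in the mntR knockout. In the nrdHIEF unit, nrdE (b2675) went from 5.00 to 55.7 FPKM in the nac knockout, against 15.3 ± 1.60 FPKM (SD, n = 3) and 22.2 FPKM in WT. All 4 genes of that unit were lower in the knockout than in WT on glucose, with log2 fold changes of -1.92 for nrdH, -2.03 for nrdI, -1.44 for nrdE and -1.40 for nrdF, and between the strains with adenine they were higher by 1.79, 1.47, 1.27 and 1.07.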

We also identified novel regulation and high confidence binding sequence motifs for nitrogen assimilation genes: nirB (−87 bp of TSS, *P* = 7.63e-5) and nrdHIEF (−170 bp of TSS, *P* = 2.2e-5).

**Figure 6:**
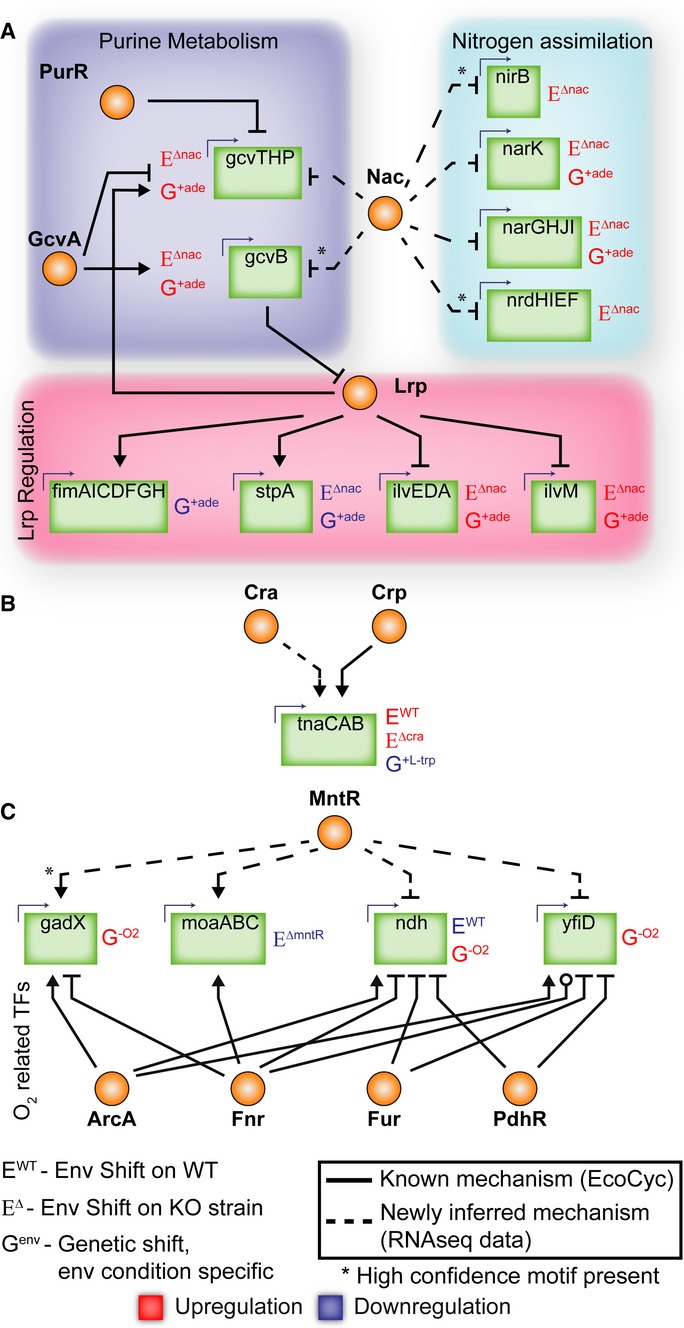
MinSpan TRN predictions suggest informative dual perturbation experiments that led to discovery of novel *Escherichia coli* transcriptional regulation Nac plays a role in purine metabolism and a larger role in nitrogen metabolism than previously known. Nac also regulates Lrp through gcvB.Cra regulates tnaCAB, which is also subject to Crp regulation.MntR plays a regulatory role for four genes that are heavily regulated by ArcA/Fnr/Fur/PdhR and are utilized during anaerobic conditions.

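With l-tryptophan, tnaA (b3708) went from 3.504 ± 0.823 FPKM (SD, n = 3) to 1282 FPKM in WT and from 4.76 to 160 FPKM in the cra knockout. Likewise tnaB (b3709) went from 0.976 ± 0.765 FPKM (SD, n = 3) to 182 FPKM in WT and from 1.08 to 13.1 FPKM in the knockout. Both genes rose in both strains, and with l-tryptophan they were lower in the knockout by log2 fold changes of -2.98 and -3.69. On glucose neither differed more than 2-fold between the strains. For tnaA, the log2 fold change in the knockout minus that in WT lay between -3.60 and -3.08 over the 3 WT replicates. The leader tnaC (b3707) was at 3022 FPKM in WT with l-tryptophan and 345 FPKM in the knockout. On glucose it was listed at 0 in all 3 WT replicates and at 9.00 FPKM in the knockout, a value that is uncertain because the gene is much shorter than a sequenced fragment.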

Though there was no global trend for the l-trp/Cra case, we did find that Cra potentially regulates the l-trp symporter and tryptophanase (tnaCAB, Fig6B). 

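The crp gene (b3357) was at 737 ± 41.1 FPKM (SD, n = 3) in WT on glucose, 971 FPKM in WT with l-tryptophan, 857 FPKM in the cra knockout and 795 FPKM in the cra knockout with l-tryptophan. None of the 4 comparisons among these conditions exceeded 2-fold for crp: the log2 fold change with l-tryptophan was 0.40 in WT and -0.12 in the cra knockout, and that of the knockout against WT was 0.21 on glucose and -0.28 with l-tryptophan. These are RNA levels, which do not measure the activity of Crp.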

Crp is a known regulator of this TU (Botsford & DeMoss, 1971), but our data suggest that Cra also plays a role, possibly by in-direct regulation through Crp (Shimada *et al*, 2011).

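The gadX gene (b3516) was at 316 ± 58.3 FPKM (SD, n = 3) in WT without oxygen and 40.7 FPKM in the mntR knockout without oxygen. The log2 fold change in the knockout was -2.90, with a range of -3.18 to -2.66 over the 3 WT replicates. In the presence of oxygen the knockout was also lower, with 60.1 FPKM against 284 ± 11.8 FPKM (SD, n = 3) in WT, a log2 fold change of -2.22. Removal of oxygen changed gadX by less than 2-fold in either strain. In WT the log2 fold change was 0.14 (standard error 0.14, adjusted p = 0.503 from limma).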

Finally in the O_2_/MntR case, MntR potentially regulates four TUs highly regulated during the anaerobic shift including the TF GadX (-120 bp of TSS, *P* = 2.6e-5) (Fig6C). GadX regulates pH-inducing genes and the GAD system that play roles during fermentation (Tramonti *et al*, 2002). MntR also potentially regulates a subunit of pyruvate formate lyase (yfiD), NADH:ubiquinone oxidoreductase II (ndh), and molybdenum biosynthesis (moaABC).

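For ndh (b1109), WT fell from 109 ± 7.90 FPKM to 19.9 ± 4.93 FPKM (SD, n = 3) on removal of oxygen (log2 fold change -2.42, standard error 0.208, adjusted p = 0.000317 from limma), whereas the mntR knockout had 144 FPKM with oxygen and 198 FPKM without. Without oxygen the knockout was higher than each WT replicate, by 2.95 to 3.65 on the log2 scale. The yfiD gene (b2579) was at 664 ± 92.9 FPKM (SD, n = 3) in WT without oxygen and 5067 FPKM in the knockout. It was higher in the knockout with oxygen too, with 12864 FPKM against 3160 ± 1250 FPKM (SD, n = 3). In WT, yfiD fell on removal of oxygen with a log2 fold change of -2.18 (adjusted p = 0.00188 from limma), and in the knockout with -1.34. The moaABC genes fell further in the knockout than in WT. There moaA (b0781) went from 373 to 41.2 FPKM, and in WT from 131 ± 3.54 to 89.9 ± 17.9 FPKM (SD, n = 3). For moaB and moaC the log2 fold changes in the knockout were -3.53 and -3.58. The fall of these 3 genes in WT had adjusted p-values of 0.0401, 0.0207 and 0.0215 from limma, which rose above 0.05 in several of the fits that left out a replicate. On glucose with oxygen the knockout was higher than WT for moaA and moaB, by 1.51 and 1.27 on the log2 scale. Without oxygen the log2 fold change of the knockout against WT was -1.08 for moaA, with a range of -1.37 to -0.80. For moaB and moaC it was -1.58 and -1.95. Part of the deeper fall therefore lies in the higher level with oxygen, which comes from a single library. That higher level was not specific to mntR, since moaA was at 259 FPKM in the cra knockout, against 59.2 FPKM in the nac knockout. From differential expression and binding motifs, the paper proposes that MntR regulates these TUs.

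**Figure D2:**
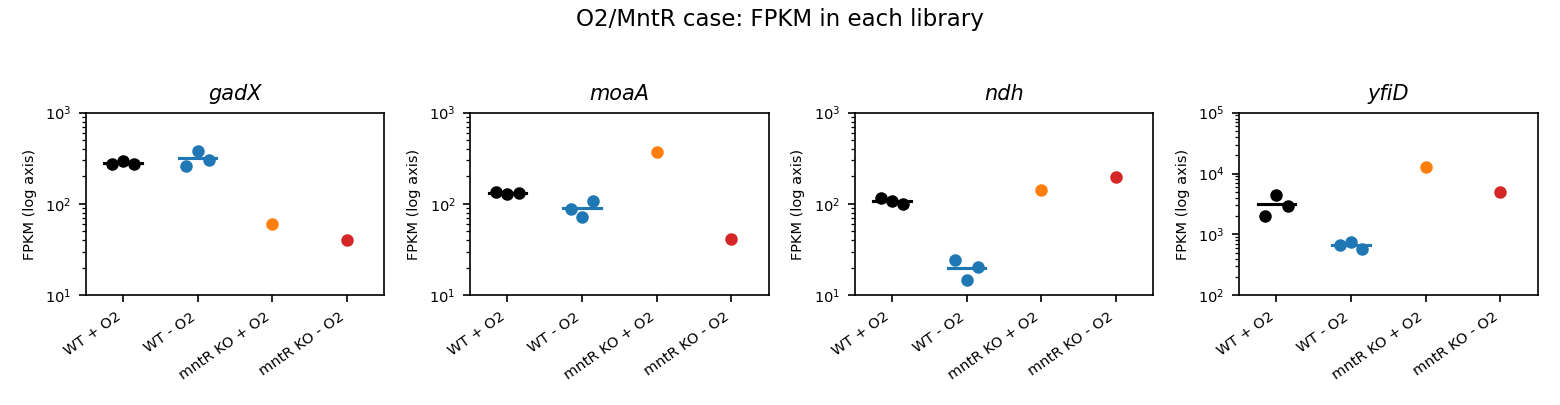
FPKM of 4 genes in the O2/MntR case, on a log axis, with 1 point per library on the common scale. Black and blue points are the 3 WT replicates with and without oxygen, with bars at their means; each mntR knockout condition has 1 library. Without oxygen, the knockout lies below the 3 WT replicates for gadX and moaA and above them for ndh and yfiD.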

It is important to note that potential regulatory sites were only detected during dual perturbation, suggesting that experiments to elucidate TRNs under one environmental condition underestimate non-intuitive regulatory events. 

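The 15 TUs of Fig. 6 hold 35 genes. On glucose without the shift, 12 of these genes, in 8 of the TUs, differed more than 2-fold between the knockout and at least 2 of the 3 WT replicates. They were gcvB, narJ, ilvM and the 4 genes of nrdHIEF for nac, tnaC for cra, and gadX, moaA, moaB and yfiD for mntR. Only gadX and yfiD differed in the same direction on glucose as under the shift. The others differed in the opposite direction, such as gcvB with log2 fold changes of -1.96 and 3.35. For narJ the difference under the shift stayed within 2-fold, at 0.39, and the glucose value of tnaC is uncertain. The remaining 23 genes, among them gcvT, gcvH, gcvP, nirB, narK, narG, stpA, tnaA, tnaB and ndh, stayed within 2-fold in at least 2 of the tables. Without an FDR these counts say only how large the differences were. From sites seen only under dual perturbation, the paper proposes that studies under 1 condition miss such regulation.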

The additional potential binding sites nearly double the known potential binding sites for Nac and MntR (Keseler *et al*, 2011). Dual perturbation predictions were more accurate for local TFs (Nac/MntR) than global TFs (Cra), which is also consistent with the correlation analysis. The analysis presented to predict TF–environment associations is only possible with MinSpan pathways, as opposed to pathway databases, as MinSpan pathways directly link flux simulations from constraint-based models to pathway biomolecular properties.

## Discussion

High-throughput technologies have transformed biological data generation and experimentation. However, a major remaining challenge is analysis and interpretation of large datasets for achieving biological understanding (Palsson & Zengler, 2010; Sboner *et al*, 2011). Though data analysis is steadily improving, the underlying interpretation is still often relying upon historically determined, human-defined pathways (Khatri *et al*, 2012). In this study, we introduce an unbiased genome-scale method to define pathways based on whole network function and a principle of parsimonious use of cellular components. We find that the MinSpan pathways are not only biologically relevant in their ability to recapitulate independent datasets on biomolecular interaction, but are surprisingly more accurate than traditional pathway databases such as KEGG, EcoCyc, YeastCyc, and Gene Ontology. The results have three implications.

First, the results suggest that the traditional approach to defining metabolic pathways is not complete and an unbiased alternative might be more representative of the underlying pathway structure. Traditional pathway enumeration focuses predominantly on biochemical reactions. By incorporating a minimal criterion of the number of reactions used, the MinSpan approach indirectly introduces the requirements for biomolecular machinery usage into the pathway definition. There are two fundamental features of MinSpan pathways that differentiate them from traditional pathways. (1) MinSpan pathways account for all necessary components to make a pathway fully functionally independent (e.g., they are network-based). (2) MinSpan pathways represent the simplest pathway structure in a given network context. The improved consistency of MinSpan with biomolecular interactions suggests that the coordinated regulation and usage of biological components in the cell have evolved to be minimal and independent in order to adapt to perturbation with as little cost to the cell as possible. Biologically meaningful pathways may be minimal, independent, and segregated. Future delineation of metabolic pathways, both network and human-defined, should take into consideration the cost of biomolecular machinery and systemic functional requirements for metabolic function.

Second, the MinSpan pathways provide an alternative, complementary, and potentially more powerful approach for investigators to analyze their generated data. Current pathway databases are tremendously important in conceptualizing biological function and are used by numerous investigators for data analysis. As MinSpan pathways are more biologically relevant in terms of the underlying biomolecular interactions, the theory presented here for an unbiased pathway structure opens up the potential for a whole new suite of pathways to be used with tools such as Gene Set Enrichment Analysis (GSEA) (Subramanian *et al*, 2005).

Third, MinSpan pathways can guide the difficult process of reconstructing and determining TRNs. The best characterized TRN is that in *E. coli*. Though the *E. coli* TRN is not complete, our approach of coupling metabolic models with MinSpan pathways identifies novel associations between TFs and environmental shifts, providing a rational method to design context-specific dual perturbation experiments. In this study, we have experimentally validated three of the 93 novel predictions allowing us to double the known potential regulatory sites for Nac and MntR. Our analysis shows that experiments under varying environmental conditions are required to elucidate novel regulatory roles. Further, we recently confirmed two additional novel MinSpan predictions for cytosine/Nac and cytosine/NtrC (Kim, 2014) using chromatin immunoprecipitation with exome sequencing methods (Rhee & Pugh, 2011). This work also confirms the biochemical binding of Nac to the transcription unit gcvTHP, which is the mechanism for which Nac is involved in purine metabolism (Fig6A). The remaining 88 MinSpan predictions provide a roadmap for future experimentation to help discover numerous new regulatory roles in *E. coli,* and the overall method can be applied to any organism with a metabolic and regulatory network.

There are also some limitations and areas for further research with regards to the MinSpan algorithm. First, the MinSpan algorithm is dependent on the quality of the genome-scale metabolic model utilized; in the same way, the quality of pathway databases for particular organisms is dependent on the biochemical knowledge available. The MinSpan pathways are more comprehensive in *E. coli* than *S. cerevisiae* as iJO1366 is much more complete than iMM904. This difference is a reflection of the biochemistry of *E. coli* being better studied than *S. cerevisiae*. Second, just as there are multiple pathway databases for the same organism, there are sometimes multiple metabolic network reconstructions for the same organism. Further research is needed to assess the differences in the calculated MinSpan pathways for different metabolic models of the same organism. Third, human-defined pathways are often defined in a universal, rather than organism-specific, manner. This can be a strength, particularly for educational purposes as it provides a common “language” to describe the function of many organisms. However, universal pathways can also be a weakness. Human-defined pathways focus on the topology of gene products, while ignoring the organism-specific functional context of metabolic pathways. For example, isotopomer metabolic flux profiling has shown that metabolic functionality can often be quite different than the gene products present (Amador-Noquez *et al*, 2010). To assess the conservation of MinSpan pathways, a preliminary analysis comparing *E. coli* and *S. cerevisiae* MinSpan pathways is provided in the Supplementary Information. However, further research with several reconstructions of different organisms is needed to fully assess whether MinSpan pathways are conserved across species.

## Materials and Methods

### MinSpan Formulation

The MinSpan algorithm determines the shortest, linearly independent pathways for a stoichiometric matrix (**S**) with dimensions *m* × *n* and a rank of *r*. The input is a metabolic model (variables *S*, lb, ub) and outputs a MinSpan pathway matrix (**P**). **P** is the sparsest null space of **S** that maintains biological and thermodynamic constraints (lb and ub). Coleman and Pothen defined the mathematical problem for the sparsest linear basis of the null space as the “sparse null space basis problem” and then proved that a greedy algorithm must find the globally optimal sparsest null space (least number of non-zero entries) (Coleman & Pothen, 1986). More recently, Gottlieb and Neylon showed that a similar problem, “the matrix sparsification problem,” is equivalent to the “sparse null space basis problem” (Gottlieb & Neylon, 2010). We formulated “the matrix sparsification problem” as a mixed-integer linear programming (MILP) problem. The MILP is boxed in the pseudo-code below. Simply put, the orthonormal null space (**N**) of **S** is initially defined by singular value decomposition. Then, the vectors of the orthonormal null space are iteratively replaced by the shortest pathways that span the removed vector's subspace. This process is continuously repeated until the number of non-zero entries in **P** has converged to a minimum. Before running the algorithm, all reactions that cannot carry a flux are removed, all exchanges are opened, and the biomass function is removed. The algorithm is summarized below:

**N** = null(**S**)

**P** = **N**

while (true)

**P**^**0**^ = **P**

for j = 1:n-r

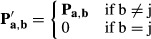

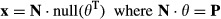

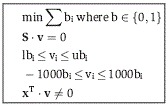

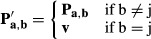

end

**P** = **P′**

if nnz(**P**) == nnz(**P**^**0**^), break, end

end

The null() operator defines the orthonormal null space using singular value decomposition. The nnz() operator determines the number of non-zero entries in a matrix. Vectors are in bold, and matrices are capitalized. **P**′ is similar to **P**, but without the vector **p**_**j**_, and **x** is a vector that spans the space of **p**_**j**_ and is linearly independent from **P′**. **b** is a binary version of the flux vector (**v**) that is minimized by the optimization problem to determine the MinSpan pathways. This is proved by contradiction. If **P**′ and **x** are linearly dependent, then multiples of **x** and the vectors of **P**′ should linearly combine to zero:

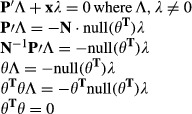

θ^T^θ is a positive semi-definite matrix by definition and cannot equal zero. Thus, **P** and **x** are linearly independent. The **x**^T^·**v** ≠ 0 constraint ensures that the calculated pathway spans the proper dimension of the null space. For a MILP problem, the constraint is formulated as below, where ε is an arbitrarily small value (set to 0.1, various other choices yield similar results), and f^+^ and f^-^ are binary variables required to formulate a “not-equal” constraint:

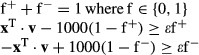

The termination criterion for the branch and bound method for each MILP iteration is a relative gap tolerance of 1e-3 or time limit of 30 min. These criteria were developed based on convergent properties of solutions as the two parameters were varied. As the MinSpan algorithm is a MILP problem, there can exist alternative optimal solutions. The total number of non-zero entries in the matrix is unique, but the pathways may not be. Rerunning the correlation analysis to determine biological relevance with alternate MinSpan pathways for both *E. coli* and *S. cerevisiae* yielded little changes to the results (see Supplementary Information). MinSpan is available for COBRApy at https://github.com/sbrg/minspan.

MaxSpan and RandSpan were generated similarly with slight modifications. For MaxSpan, the optimization was switched to a maximization problem to make the densest null space. For RandSpan, we assigned a random value from −0.5 to 0.5 to the optimization **c** vector to randomly minimize and maximize the use of reactions while constructing each null space. For maximization, the following constraints are added to link the binary and continuous variables:

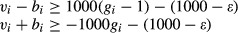

Where ε is an arbitrarily small value (set to 0.1, various other choices yield similar results) and g_i_ are dummy binary variables to allow an “OR” statement in linear programming. If g_i_ is either 1 or 0, one of the two above constraints is off.

### Correlation analysis

The metabolic reactions in MinSpan pathways were converted to gene and protein sets based on the gene-protein-reaction associations. Pairwise Spearman rank correlations of the co-occurrence or co-absence of genes and proteins across the pathways were calculated. Correlations that were not significant (*P* > 0.05, permutation test) were filtered from further analysis. The total number of correlations remaining after filtering is the coverage criteria (i.e., log(interactions)) in the *x*-axes of Fig2. The correlation coefficient was the varied discrimination threshold for generating the receiver operating characteristics (ROC) curve, using a convex hull. *P*-values to determine statistically different ROC convex hull curves were calculated using the approach by Hanley and McNeil (Hanley & McNeil, 1982).

The correlations were compared to biomolecular interaction data types to assess the biological relevance of gene and protein groupings of the pathways. Known biomolecular interactions were taken as the gold standard positive set. All available yeast two-hybrid screening data from BioGRID (Stark *et al*, 2006) were used for protein-protein interactions. “Stringent” positive genetic interactions (defined by the authors as *P* < 0.05 and ε > 0.16) were taken from Costanzo *et al*. For TF–gene interactions, all reported interactions in RegulonDB (Gama-Castro *et al*, 2011) were used. A lack of reported biomolecular interactions in these three datasets was deemed the gold standard negative set.

KEGG modules (Kanehisa *et al*, 2012) and GO Biological Processes ontology (Ashburner *et al*, 2000) were downloaded from their respective websites on 01/27/2013 for comparison. EcoCyc (Keseler *et al*, 2011) and YeastCyc (Cherry *et al*, 2012) pathways were downloaded on 02/12/2013. Only distinct pathways with two or more genes from the metabolic networks were considered. The same correlation analysis was used for the human-curated pathways, MaxSpan, and RandSpan.

### Comparing pathway databases

We calculated the connection specificity index (CSI) (Green *et al*, 2011; Bass *et al*, 2013) between pathways based on their gene products across all pathway definitions (MinSpan, KEGG, BioCyc, and Gene Ontology). The CSI is a metric that determines the similarity between two vectors by ranking the Pearson's correlation coefficient of the two vectors based on the correlations of all other vectors versus the two vectors in question. A CSI between pathways A and B is defined as:

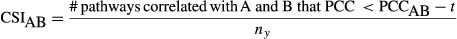

where PCC is the correlation coefficient of gene products, PCC_AB_ is the correlation between A and B, *t* is an empirically derived threshold, and *n*_*y*_ is the total number of pathways. Further explanation of CSI and software tools for its use is available (Bass *et al*, 2013). The threshold for CSI was set based on the distribution of correlations (*E. coli* – 0.0350, *S. cerevisiae* – 0.0562, see Supplementary Figure S13). Pathways were considered similar if their CSI ranked in the top 15% of CSI values.

We also employed a k-nearest neighbors search to find the most similar pathways across the pathway databases. The Pearson's correlation was used as the distance metric. The closest hit that also had a high CSI value (top 15%) was used as the nearest neighbor. If the pathway did not have a high CSI value, then the pathway was deemed unique compared to the other databases.

MinSpan pathways contain many gene products related to the mass balancing of the network, such as transporters, that are active in nearly every pathway. In order for a meaningful comparison between MinSpan and human-defined databases, the genes in each MinSpan pathway were filtered to only the representative genes of that pathway. To do so, we used a conservative filter to remove genes that were in nearly every pathway (*P* > 0.85, hypergeometric, empirically derived).

### Determining reaction fluxes and transcription factor activities

Monte Carlo sampling (Schellenberger *et al*, 2011) was used to determine 10,000 reaction flux distributions for the *E. coli* metabolic network for each of the 52 nutrient conditions. For glucose minimal media conditions, exchange constraints were taken from Covert *et al* (2004). For anaerobic conditions, rate of oxygen input was set to zero. For amino acid and nucleotide simulations, rate of amino acid or nucleotide input was set to the minimum rate that would allow the biomass constituent, at the wild-type growth rate, to be generated solely from exogenous substrate. Six nutrient shifts were not considered (l-alanine, l-asparagine, l-aspartate, l-glutamate, l-glutamine, and uracil), as they are involved with type 3 loops (physiologically infeasible pathways that are artifacts of pathway enumeration algorithms (Palsson, 2006)). For alternate carbon, nitrogen, phosphorus, and sulfur sources, the original input source from glucose minimal media conditions was set to zero and an equal rate of atom flow was set as the input. All nutrient conditions had the basal biomass flux rate set to 90% of the optimal value. To compare different conditions, sampled fluxes within a particular condition were normalized by median growth rate for comparison. The specific lower bounds for exchanges used with the *E. coli* model are detailed in the Supplementary Dataset S4. All upper bounds are set to 1,000.

Assignment of TFs to MinSpan pathways was by hypergeometric enrichment (*P* < 0.01) of the TF-regulated genes as determined by RegulonDB (Gama-Castro *et al*, 2011). Determination of whether or not a TF plays a role in an environmental shift was determined by hypergeometric enrichment (*P* < 0.05) of the number of significantly changed TF-associated pathways. TFs regulating only one metabolic reaction or appearing in one pathway were removed due to a lack of statistical power.

### Growth conditions, RNA isolation, and RNA-seq

KEIO collection knockout strains were used (Baba *et al*, 2006). Strains were grown to mid-exponential phase under conditions specified in Supplementary Table S1. Spinner flasks were used for aerobic culture and serum bottles for anaerobic cultures. One volume of mid-exponential sample was mixed with two volumes of RNA-Protect (Qiagen). Cell pellets were lysed for 30 min at 37°C using Readylyse Lysozyme (Epicentre), SuperaseIn (Ambion), Proteinase K (Invitrogen), and SDS. Following cell lysis, total RNA was isolated using RNeasy columns (Qiagen) following vendor procedures with on column DNase treatment for 30 min at room temperature. Paired-end, strand-specific RNAseq was performed using the dUTP method (Levin *et al*, 2010) with the following modifications. rRNA was removed with Epicentre's Ribo-Zero rRNA Removal Kit. Subtracted RNA was fragmented for 3 min using Ambion's RNA Fragmentation Reagents. cDNA was generated using Invitrogen's SuperScript III First-Strand Synthesis protocol with random hexamer priming.

### Transcript quantification from RNA-seq reads

RNA-seq reads were aligned to the genome sequence of *E. coli* (RefSeq: NC_000913) using Bowtie (Langmead *et al*, 2009) with 2 mismatches allowed per read alignment. To estimate transcript abundances, FPKM values were calculated using Cufflinks (Trapnell *et al*, 2010) with appropriate parameters set for the strand-specific library-type and upper-quartile normalization. EcoCyc annotations were used for transcript quantification. Differential expression analysis was done using cuffdiff with upper-quartile normalization, and appropriate parameters set for strand-specific library type. A fold change of greater than 2-fold and a false discovery rate cutoff of 0.05 were used to determine significant differential expression.

### Analysis workflow for dual perturbations

Dual perturbation experiments consisted of four RNA-seq experiments: (1) wild type (WT) on glucose minimal media, (2) WT + nutrient shift, (3) TF knockout (KO) on glucose minimal media, and (4) TF KO + nutrient shift. We defined differentially expressed gene sets between the four conditions as: E1 (WT versus WT + nutrient), E2 (KO versus KO + nutrient), G1 (WT versus KO), and G2 (WT + nutrient versus KO + nutrient). The differential gene set of the combination of environmental and genetic perturbations is defined as the union of the following sets: {{E2▵E1}\G1 and {G2\G1}. The gene sets for the three experiments are provided in Supplementary Dataset S5. To globally determine prediction accuracy, we used RegulonDB to determine whether a gene set was enriched (*P* < 0.05, hypergeometric test, Bonferroni correction) in genes of a particular transcription factor. A prediction was deemed correct if the enriched transcription factors had known associations with the environmental shift.

How the deposited data were processed for this re-analysis (not part of the article)

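RNA-seq of E. coli K-12 was analysed in 14 libraries: WT (MG1655) with oxygen and without oxygen in 3 replicates each, and 1 library each of WT with adenine, WT with l-tryptophan, the nac knockout with and without adenine, the cra knockout with and without l-tryptophan, and the mntR knockout with and without oxygen. The knockouts derive from BW25113. The paper gives spinner flasks for cultures with oxygen and serum bottles for cultures without, whereas the sample labels give shake flasks.

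The authors aligned the reads with Bowtie, allowing 2 mismatches, to the RefSeq genome of E. coli, and computed FPKM with Cufflinks and cuffdiff on EcoCyc annotations with upper-quartile normalization and strand-specific settings; these FPKM are the values deposited. The versions of these tools and of the genome sequence are not named in the text. The 24 tables hold 2 columns each for 4380 genes, and 0 columns of other series. The columns are single libraries except in the table of WT with against WT without oxygen, which pools the replicates. The values of a library in different tables differ by 1 constant factor for nearly all genes. At most 7 genes were listed at 0 in 1 table of a library and above 0 in another. The files hold no read counts, q-values or calls, so the FDR of 0.05 that the authors applied is not part of the results here.

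Log2 fold changes were computed within each table after adding 1 FPKM, and a gene counted as changed beyond 2-fold. For comparisons made against each of the 3 WT replicates, at least 2 of the 3 tables had to show the change in the same direction; how the authors joined these tables is not described in the text. E^WT, E^KO and the comparisons of strains with and without the shift were combined into the dual perturbation gene set as the methods describe. The response to the shift in the knockout minus that in WT was computed against each WT replicate, or for oxygen each pair of WT replicates, and is given with its range.

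WT with and without oxygen were compared with limma 3.58.1 in R 4.3.3, on log2(FPKM + 1) on the common scale, with a trend in the prior variance and Benjamini-Hochberg adjustment at 0.05, for the 4298 genes with a value above 0 in at least 1 of the 6 libraries. The replicate numbers do not pair the libraries: the correlation across genes of the deviations of equally numbered replicates was 0.01, -0.01 and -0.05, against a range of -0.08 to 0.11 for the other pairs, so no pairing was used. A fit with the replicate number as a block was run as an alternative. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

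The libraries were put on a common scale by least squares over the tables. Depth was estimated from the spacing of low FPKM values multiplied by the gene length minus an offset fitted for each library. After the first run, a rule was added that takes the largest step at which low values stay whole; it changed only WT with adenine, from 4490000 to 1497000 fragments. The estimates cover counting error only and say nothing about the spread between cultures. Gene symbols and lengths came from the ASM584v2 annotation, in which 4333 of the identifiers matched; no coordinates from it are given. The ssrA gene was left out because it is listed at 0 in all 4 libraries without oxygen and at 243575 FPKM or more in every other library, a choice made after the data were seen.

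The steps were tested on simulated data. In 4 libraries simulated with known depth, on which the choice of the step was also adjusted, the estimate of depth was off by at most 0.072%, and with the steps removed at most 29.3% of the low values lay near whole numbers. In limma, 87% of 200 genes changed by 2 on the log2 scale were recovered and 12 unchanged genes were called. The slope on the oxygen response was 0.39 for simulated libraries that held 0.4 of that response, and 0.009 for libraries that held none of it.

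The genes named were set before the data were examined: every gene that the paper names in the dual perturbation results or in Fig. 6, the genes that BW25113 lacks or carries altered against MG1655 (lacZ, araB, araA, araD, rhaB, rhaA, rhaD and hsdR), and the 3 largest rises and falls among genes called between WT with and without oxygen at 10 FPKM or more in both. The genes cusC and cusB and the flagellar genes were chosen after their values were seen. Alternatives set before the data were examined were the join of the 3 tables, a filter at 10 FPKM, leaving out each WT replicate, a pseudocount of 0.1, centring of the responses on their median, the direction in the set definition, a replicate block and a fold change threshold in limma. Alternatives added later were a pseudocount of 0.1 and centring for the counts of changed genes, ssrA kept in, no trend in the prior variance, and leaving out genes listed at 0. The motif searches, the MinSpan calculations, the RegulonDB interactions and the enrichment tests were not analysed here.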

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

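The tests of depth and of the oxygen response genes in this part were chosen after the results were seen. Each of the 5 genes here stands out because its response to the shift went beyond 2-fold in opposite directions in WT and in the knockout, in every comparison with a WT replicate or, for pdhR, in the table that pools them. With 1 library per knockout condition, the differences between the strains were not tested.

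The response to adenine in the nac knockout minus that in WT was 4.425 for gcvT, 4.641 for gcvH and 4.185 for gcvP on the log2 scale. Counting error from low depth in the knockout library with adenine is argued against by the depth of these genes there, which is lowest for gcvH with an estimated 175 fragments. In WT with adenine, gcvH has the fewest fragments of the 3, with 17, or 3 times as many under the finer step of the depth estimate. The strain background, a difference between single cultures and an effect of Nac all remain open, since no second culture of either condition with adenine was sequenced.

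For fimH the difference was -2.702. The 3 WT replicates on glucose were at 33.9 to 39.3 FPKM and WT with adenine at 105 FPKM, and expression fell in the nac knockout from 50.7 to 21.1 FPKM. The last value rests on an estimated 46 fragments, which argues against counting error as the whole cause. The other 6 genes of fimAICDFGH also rose beyond 2-fold in WT, while in the knockout they fell by less than 2-fold. Variation of fim expression between cultures of the same condition was not tested beyond the WT replicates.

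For pdhR the response to oxygen removal in the mntR knockout minus that in WT was 3.868. The mntR knockout with oxygen departs from WT in genes of the oxygen response, so a test replaced it with the nac knockout with oxygen. Against that library pdhR in the mntR knockout without oxygen was still higher, with a log2 fold change of 0.467, against -1.23 for WT without oxygen against WT with oxygen in the limma fit. The altered library with oxygen is therefore not the whole cause, although the difference is much smaller on this basis than against the mntR knockout with oxygen. An effect of MntR, the strain and a difference between single cultures remain open.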

How the results depend on the processing

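The alternatives that leave out genes listed at 0, centre the counts, keep ssrA in, lower the pseudocount for counts or drop the trend in limma were chosen after the data were seen; the others were set before the data were examined. A count is called unchanged here when it stayed within 1.5 times its value. No log2 fold change of a named gene that was called reversed its sign under the alternatives run. The balance of higher and lower genes was less stable: of 12 comparisons, 9 had the larger share turn under at least 1 alternative. Centring turned it for l-tryptophan in WT (627 higher, 486 lower) and for the cra knockout (437 and 380), and the filter at 10 FPKM turned it for the nac knockout (97 and 150), for l-tryptophan in the cra knockout (166 and 186) and for mntR deletion with oxygen (391 and 439), among others. Centring moves all genes of a comparison by the same amount, so it shifts the balance by construction. Of the 9, l-tryptophan in WT turned under centring alone. The order of oxygen removal (1001) and mntR deletion (996) turned with the filter at 10 FPKM (801 and 830), with genes never listed at 0 (699 and 742) and with a change in any table (1001 and 1484), where the first has a single table. For the fold change counts, an FDR of 0.01 and calls without a fold change threshold were not run, since the files hold no test results. The main limma calls use no fold change threshold. The join of tables and the leaving out of WT replicates do not apply to comparisons made in a single table.

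Among the alternatives, the join of the 3 tables moved most the counts of changed genes made against 3 WT replicates. The dual perturbation gene sets moved more with the filter at 10 FPKM than with the join, to 602, 433 and 669 genes. With a change in any table, adenine in WT changed 1133 genes instead of 646, the nac knockout on glucose 816 instead of 409, the cra knockout on glucose 1293 instead of 821, and the mntR knockout without oxygen 1884 instead of 1029. With a change in all 3 tables, the first, second and last of these were 398, 201 and 530 genes. By construction, these alternatives demand less or more of each gene. Genes with at least 10 FPKM gave 247 for the nac knockout on glucose, 397 for the nac knockout against WT with adenine (641 among all genes), 643 for the mntR knockout without oxygen and 669 for the O_2_/MntR set (1040 among all genes). Leaving out genes listed at 0 gave 264 for the nac knockout on glucose, 915 for oxygen removal in the mntR knockout (1430 among all genes), 605 for the mntR knockout without oxygen and 650 for the O_2_/MntR set. These filters test fewer genes. Without each WT replicate in turn, the nac knockout on glucose had 254 to 282 genes, with 254 without WT replicate 1, and the mntR knockout without oxygen 655 to 731, with 655 without WT replicate 3. The other counts of changed genes and the ade/Nac and l-trp/Cra sets stayed within 1.5 times their value under every alternative run. The sets also stayed within it with the direction of change in their definition, at 956, 684 and 1184 genes.

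In the comparison of WT with and without oxygen, 1289 genes were called. A threshold of 2-fold gave 721, and the fits that each left out a replicate gave 777 to 1418, with 777 without aerobic replicate 2 and 850 without aerobic replicate 3. A replicate block gave 1017, a pseudocount of 0.1 gave 1243, the filter at 10 FPKM 1259, genes never listed at 0 1317, centring 1305 and no trend in the prior variance 1186. Of the 59 named genes in this comparison, the replicate block left 5 with an adjusted p-value above 0.05 that had been below it: fimA, hsdR, moaA, moaB and moaC. The fits that left out a replicate weakened 3 to 9 named genes each and brought 0 to 2 under 0.05, and centring and leaving out genes listed at 0 weakened 1 each; the fall of fur lost its call in 4 of these fits and that of oxyS in 5. The share of genes that differed beyond 2-fold between WT replicates was, as a median over pairs, 7.65% with oxygen and 19.1% without; among genes with at least 10 FPKM it was 4.188% and 14.37%. The number of genes changed in the same direction in all 3 knockouts went from 120 to 63 when all 3 tables had to show the change. Simulated unchanged libraries gave a median of 0 and at most 1 under that setting.

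For the responses of the named genes, 33 of 46 differed between knockout and WT beyond 2-fold in every comparison, 35 with a pseudocount of 0.1 and 33 with centring. Single values moved by more than the spread over WT replicates for 5 genes with the pseudocount and 16 with centring, out of 46. Among 184 log2 fold changes of named genes, 100 moved by more than that spread with the pseudocount and 127 with centring; single-table comparisons have no such spread, so any movement counts. The median of all log2 fold changes against WT lay between -0.22 and -0.11 for the shifts with adenine and l-tryptophan and for the nac and cra knockouts on glucose, and centring removes this shift. Depth limits WT replicate 1 and the nac knockout with adenine most, with 1283000 and 1352000 estimated fragments; WT with adenine has 1497000 or 4490000 depending on the step, and the other libraries 3013000 or more. In the nac knockout with adenine, narJ and narI rest on 9 and 19 fragments.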

Differences from the paper's values

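The alternatives in this part that leave out genes listed at 0, centre each comparison, lower the pseudocount or keep ssrA in were chosen after the data were seen. The paper's dual perturbation gene sets hold 74 genes for ade/Nac, 82 for l-trp/Cra and 30 for O_2_/MntR, and the sets by fold change alone held 873, 589 and 1040 genes. None of the alternatives set before the data were examined closed the gap: they gave 602 to 963 genes for ade/Nac, 433 to 684 for l-trp/Cra and 669 to 1184 for O_2_/MntR. The FDR of the paper is not part of any of these.

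The paper describes the cra deletion as the dominant perturbation in the l-trp/Cra case. By the number of changed genes, l-tryptophan in WT changed 1143 and the cra deletion on glucose 821, and l-tryptophan had the larger number under every alternative run. None of these alternatives removed the departure of both libraries in genes of the oxygen response. Slopes on the WT response to oxygen removal were 0.49 for WT with l-tryptophan against WT with adenine and 0.31 for the cra against the nac knockout. The count for cra also includes its difference in strain, so the counts do not rank the perturbations themselves. For O_2_/MntR the paper describes the removal of oxygen as dominant. In WT it changed 1001 genes, and deletion of mntR in the presence of oxygen changed 996; with genes of at least 10 FPKM the numbers were 801 and 830, and with genes never listed at 0 they were 699 and 742. The number for mntR was 1484 with a change in any table, but 719 with a change in all 3. Without WT replicate 1, 2 or 3 it was 790, 808 and 836, below the 1001 of oxygen. In the mntR knockout the removal of oxygen changed 1430 genes, from a table of single libraries. The number for mntR deletion shares the limits given for cra, with a slope of 0.41 against the nac knockout.

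The marks of direction in Fig. 6 were read by eye. Of 25 marks, 24 had every gene of the unit in the marked direction. The exception was gadX, whose mark in Fig. 6C was read as higher in the mntR knockout without oxygen. It had a log2 fold change of -2.90 there, lower than each of the 3 WT replicates. The paper's text gives no direction for gadX, so a misread mark remains possible.

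The paper states that the potential sites were seen only under dual perturbation. By fold change alone, 12 of the 35 genes of Fig. 6 already differed between the strains on glucose in at least 2 of 3 tables, while 23 did not. Among the 12, only gadX and yfiD differed in the direction seen under the shift, and the others in the opposite direction. Of the 12, narJ, ilvM, nrdF and moaB did not differ in all 3 tables. Of the 23, gcvT, gcvH, gcvP, narK and moaC differed in at least 1 table. Among the named genes in the paper's sets, gcvB, nrdE, nrdF, ilvM, tnaC, gadX, moaA, moaB, yfiD and araA were not in the fold change sets because of their difference on glucose. When genes that differ in opposite directions on glucose and under the shift were kept, 7 of them entered: gcvB, nrdE, nrdF, ilvM, tnaC, moaA and moaB. The genes ilvM, nrdF and moaB also entered when all 3 tables had to show the change and in 2 of the 3 settings that left out a WT replicate, tnaC with the filter at 10 FPKM, and ilvM with centring. No alternative run for the sets brought in gadX, yfiD or araA, and araA is not tested where genes listed at 0 are left out. Other named genes of the paper's sets left the fold change sets under an alternative. With a change in any table these were gcvT, gcvH, gcvP, narK, lacZ and moaC. The filter at 10 FPKM removed lacZ, and a pseudocount of 0.1 removed gcvP and lacZ.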

Other observations

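Every test in this part except that of the strain background was chosen after the result was seen. Where correlations are given they are across genes, which are not independent replicates.

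Of the 10 ways to part the 6 WT libraries of the oxygen shift into 3 against 3, 1 gave as many genes with an adjusted p-value under 0.05, the real one with 1289. Of the other 9, 8 gave 0 genes and 1 gave 3, with 31 to 161 genes at an unadjusted p-value under 0.05. With 10 ways the share cannot fall below 0.1, so the share alone cannot exclude a random grouping. The number of called genes argues against a random grouping for these genes as a set, with 1289 against 0 to 3.

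The knockouts share differences from WT on glucose. In the same direction in all 3, 120 genes changed, where simulated unchanged libraries gave a median of 24 and at most 32. The prediction for a strain effect was that the 7 genes BW25113 lacks (lacZ, araB, araA, araD, rhaB, rhaA and rhaD) are lower in every knockout than in every WT library. All 7 were lower in the 3 knockouts on glucose than in the 3 WT replicates with oxygen. Only 5 were lower than in all 5 WT libraries with oxygen, and 4 than in all 8 WT libraries, so the prediction was not met in full. The step from 7 to 5 comes from araD and rhaD in WT with adenine. They were at an estimated 0 and 1 fragments there with the coarser step, too few to decide. The step from 5 to 4 comes from rhaB, listed at 0 in WT replicate 1 without oxygen. A 0 in that library is not a bound on expression, so this step does not count against the prediction. How much of the shared difference comes from the strain is left open. The paper's l-trp/Cra set contains lacZ, araA and hsdR, 3 genes that BW25113 lacks or carries altered. Between pairs of knockouts, 167 genes changed in the same direction and 19 in opposite directions for nac and cra, 174 and 51 for nac and mntR, and 516 and 66 for cra and mntR. These comparisons use the same WT replicates, and pairs of simulated unchanged libraries gave at most 50 genes in the same direction and 15 in opposite directions.

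WT with l-tryptophan, the cra knockout with and without l-tryptophan and the mntR knockout with oxygen departed from the other aerobic libraries in genes of the oxygen response. Expression of hybA was 9.25 to 18.5 FPKM in the WT replicates with oxygen, 31.2 FPKM in WT with adenine and 14.9 and 11.6 FPKM in the nac knockout without and with adenine, but 271 FPKM in WT with l-tryptophan, 122 and 197 FPKM in the cra knockout without and with l-tryptophan, and 217.5 FPKM in the mntR knockout. In the same order, cyoA was at 1704 to 1726, 1592, 1670 and 1635 FPKM in the first group, and at 154, 419, 105.5 and 444 FPKM in the second. The short genes fnrS and ydfZ, whose FPKM is less certain, departed in the same 4 libraries. In that order fnrS was at 193099, 93788, 353011 and 54754 FPKM, against at most 5009 FPKM in the other libraries with oxygen. For ydfZ the values were 654.9, 719.5, 962.6 and 651.5 FPKM, against at most 240.6 FPKM. The fall of oxyS without oxygen was not shared in this way, with 227 to 470 FPKM in all 10 libraries with oxygen. For ryhB, which is 95 nt long, the 4 libraries were at 1876, 1273, 656 and 648 FPKM, below the 3042 to 3907 FPKM of the WT replicates, but the nac knockout was also lower at 1460 FPKM, while WT with adenine was at 8178 FPKM and the nac knockout with adenine at 4503 FPKM.

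Across genes, the difference between the mntR and nac knockouts on glucose had a correlation of 0.471 with the WT response to oxygen removal, and that between the cra and nac knockouts 0.353. The difference of WT with l-tryptophan from WT with adenine had a correlation of 0.309 with that of the mntR knockout without oxygen from the nac knockout, just over the 0.3 set for the test. The rank correlation of that pair was lower, at 0.222. With the WT response to oxygen removal, the difference of WT with l-tryptophan from WT with adenine had a correlation of 0.412 and a rank correlation of 0.372. The slopes on the WT oxygen response over 1202 genes were 0.41 for mntR against nac, 0.31 for cra against nac and 0.49 for WT with l-tryptophan against WT with adenine, but 0.03 for the nac knockout against WT with adenine. These correlations and slopes go with less oxygen in these cultures, but not every gene follows the WT response to its removal. In WT, yfiD fell without oxygen, to 568 to 753 FPKM. It was at 10252, 9701, 3842 and 12864 FPKM in WT with l-tryptophan, the cra knockout without and with l-tryptophan and the mntR knockout. In the same order nirB was at 484, 248, 272 and 602 FPKM, above the 66.8 to 97.8 FPKM of WT without oxygen. WT without oxygen gives the response to full removal only, and no library was labelled with a lowered oxygen level. Genes such as yfiD and nirB therefore cannot decide on a partial loss of oxygen. The strain alone is argued against by the correlation of 0.489 between cra minus nac, both in BW25113, and l-tryptophan minus adenine, both in WT. The cra deletion or l-tryptophan as the shared cause is argued against by a correlation of 0.673 of the latter with mntR minus nac, since the mntR knockout has neither. A difference in growth stage or density would also remain possible and was not tested. If these cultures had less oxygen, counts of genes changed by l-tryptophan, cra deletion and mntR deletion could include oxygen response genes, and the number for oxygen removal in the mntR knockout could be understated for them.

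Of the genes cusC and cusB, chosen after their values were seen, cusC was high in all 4 of these libraries and cusB in 3 of them: cusC was at 726 FPKM in WT with l-tryptophan, 491 and 906 FPKM in the cra knockout without and with l-tryptophan and 1367.5 FPKM in the mntR knockout with oxygen, against 8.07 to 13.4 FPKM in the WT replicates with oxygen. In the same order cusB was at 802, 41.3, 996 and 567 FPKM, against 7.89 to 9.48 FPKM in the WT replicates, 25.5 FPKM in WT with adenine, and 8.47 and 32.0 FPKM in the nac knockout without and with adenine. For cusC these were 42.3 FPKM in WT with adenine, and 8.84 and 27.4 FPKM in the nac knockout without and with adenine. In the mntR knockout without oxygen, cusC was at 52.0 FPKM and cusB at 7.34 FPKM. Full removal of oxygen does not explain the high values of cusC and cusB, since the highest value of either gene in a WT library without oxygen was 4.939 FPKM. A partial loss could not be tested, since no library was labelled with a lowered oxygen level. Whether the 4 libraries differ from the others in something besides oxygen stays open, and no such factor was identified.

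Over the 1202 genes chosen from the WT response to oxygen removal, the response of the mntR knockout had a slope of 0.426 on that of WT, with 60.7% of genes in the same direction. By the number of genes changed beyond 2-fold the knockout had more, with 1430 against 1001 genes, and 915 against 699 among genes never listed at 0. The knockout number compares single libraries, whereas the WT number pools 3 replicates per condition. Single WT replicates without oxygen differed beyond 2-fold in 588 to 903 genes, so these numbers do not show a larger response. Were oxygen left in the mntR knockout culture the whole cause, the slope would be as low against other libraries with oxygen. It was 0.837 against the nac knockout, 0.847 against the nac knockout with adenine and 0.867 against WT with adenine, which argues against it as the whole cause; the limits of this test were set with these values known. Oxygen left as a part of the cause stays open, because there is 1 library of each condition.

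The rise of gcvB in the nac knockout with adenine was tested against the uncertainty of short genes. The median log2 fold change of 294 genes of 150 to 300 nt was 0.089 in that comparison, and the largest was 5.38 against 6.62 for gcvB, so a general rise of short genes is not the cause. Whether the difference is biological remains a hypothesis, since the condition has 1 library.

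WT replicates 1 and 3 without oxygen and the mntR knockout without oxygen list 305, 193 and 259 of 3221 genes of at least 500 nt at 0, but only 10, 12 and 12 genes at 1 to 3 estimated fragments. In WT replicate 2 without oxygen the numbers were 40 and 47. Of the genes at 0 in WT replicate 1 without oxygen, 172 had 10 or more fragments in WT replicate 2 without oxygen, so low depth is not the cause; no other explanation was tested, and no biological one. A value of 0 in these 3 libraries is therefore not a bound on expression. Of the genes changed beyond 2-fold, 376 of 1430 for oxygen removal in the mntR knockout have a 0 in some library of the comparison. For the strains without oxygen the number was 417 of 1029. These counts are not limited to the 3 libraries.

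The 47 flagellar and chemotaxis genes (flg, flh, fli, mot and che), chosen after their values were seen, varied widely between libraries. On glucose, the median log2 fold change against WT was -0.42 in the nac knockout, -3.56 in the cra knockout and 1.75 in the mntR knockout, and 46 were lower, 47 lower and 47 higher. Their median response to adenine was -3.67 in WT and -2.11 in the nac knockout. For l-tryptophan it was -0.20 in WT and 0.31 in the cra knockout, and for oxygen removal 0.67 in WT and 1.34 in the mntR knockout. The paper's 3 sets contain 13, 3 and 12 of these genes. No explanation was tested.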
